# Pluripotency and X chromosome dynamics revealed in pig pre-gastrulating embryos by single cell analysis

**DOI:** 10.1038/s41467-019-08387-8

**Published:** 2019-01-30

**Authors:** Priscila Ramos-Ibeas, Fei Sang, Qifan Zhu, Walfred W. C. Tang, Sarah Withey, Doris Klisch, Liam Wood, Matt Loose, M. Azim Surani, Ramiro Alberio

## Abstract

High-resolution molecular programmes delineating the cellular foundations of mammalian embryogenesis have emerged recently. Similar analysis of human embryos is limited to pre-implantation stages, since early post-implantation embryos are largely inaccessible. Notwithstanding, we previously suggested conserved principles of pig and human early development. For further insight on pluripotent states and lineage delineation, we analysed pig embryos at single cell resolution. Here we show progressive segregation of inner cell mass and trophectoderm in early blastocysts, and of epiblast and hypoblast in late blastocysts. We show that following an emergent short naive pluripotent signature in early embryos, there is a protracted appearance of a primed signature in advanced embryonic stages. Dosage compensation with respect to the X-chromosome in females is attained via X-inactivation in late epiblasts. Detailed human-pig comparison is a basis towards comprehending early human development and a foundation for further studies of human pluripotent stem cell differentiation in pig interspecies chimeras.

## Abstract (web summary)

Lineage segregation from conception to gastrulation has been mapped at the single cell level in mouse, human and monkey. Here, the authors provide a comprehensive analysis of porcine preimplantation development using single cell RNA-seq; mapping metabolic changes, X chromosome inactivation and signalling pathways.

## Introduction

Pre-gastrulation embryo development shows broad similarities between mammals, although species-specific differences in early lineage segregation, the establishment of pluripotency, and X-chromosome inactivation have been reported^1–3^. Mouse embryos, which are widely used as a model for mammals, transit rapidly through this early development phase (E0-E5.5) that culminates with the formation of the characteristic cup-shaped post-implantation epiblast. In larger mammals, including humans, non-human primates (NHP) and pigs, there is a protracted developmental period (~10–12 days) that ends with the formation of a flat bilaminar embryonic disc. Since early post-implantation human embryos are largely inaccessible, and currently can only be studied with novel in vitro systems^4,5^, we are beginning to investigate relatively more accessible pig embryos. Notably both human and pig embryos evidently form a flat embryonic disc before the onset of gastrulation^6^. Thus, the pig embryo can broaden our understanding of the pre-gastrulation development of large mammals with protracted development.

Segregation of trophectoderm (TE) and hypoblast, and the emergence of pluripotency are well established in mice, but require detailed studies in other mammals at the resolution of single cells, as recently reported for *Cynomolgus* monkeys^2^. Potential discrepancies in lineage segregation have however emerged in reports between monkey and human, attributed in part to embryo staging differences^7^. Further studies, including those in other large mammalian species, are therefore highly desirable.

In mouse embryos a distinct transcriptional signature of pluripotency in the inner cell mass (ICM) undergoes changes as the epiblast (EPI) matures and develops further marking a transition through pluripotency before gastrulation^8^. These transitory stages can be recapitulated in vitro in naive pluripotent stem cells (PSCs), which resemble pre-implantation epiblast cells, and primed PSCs resembling the post-implantation mouse epiblast^9^. Establishment of similar cell lines from non-rodent mammalian species, including humans, has been challenging, suggesting possible biological differences^10^. Indeed, spatiotemporal differences in the expression of core pluripotency genes *NANOG, OCT4* (*POU5F1*) and *SOX2* have been noted, while the expression of *Klf2*, *Prdm14* and *Bmp4*, observed in mouse embryonic naive cells, are apparently not detectable in human embryos^10,11^. By contrast, *KLF17* is expressed in the human but not mouse ICM^10–12^. Also, while members of the Jak-Stat3 and WNT signalling pathways are detected in the early mouse ICM^13^, many TGFβ signalling components are found in marmoset, human and pig ICM^11–14^, indicating that the emergence and establishment of pluripotency in mammals is controlled by different signalling pathways and gene networks. Differences in the mechanisms of X-linked gene dosage compensation in female embryos are also evident^3^. The gene dosage compensation with respect to the X chromosomes in female embryos occurs in pre-gastrulation epiblasts in mouse and rabbits^3,8,15^. Notably, human post-implantation and pig pre-gastrulation epiblasts have not been studied^12,15^.

Here we report lineage segregation, the establishment of pluripotency, and X-chromosome inactivation during the entire peri-gastrulation period in the pig embryo using single-cell RNA-seq (scRNA-seq). This comprehensive analysis provides new understanding of the developmental trajectories of early embryonic cells in the pig, which shares similarities with early human development, and other mammals with similar embryology.

## Results

### Progressive lineage segregation in pig embryos

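Cells of pig embryos at 4 stages were sequenced with the Smart-seq2 protocol, which reads along the whole length of polyadenylated transcripts. The authors aligned the reads to the pig genome, counted uniquely mapped reads on Ensembl genes, and removed cells with few gene reads or a high mitochondrial share. They deposited the counts per gene without normalization, and the same values as TPM, for 22840 gene entries in 220 cells. Of these entries, 16 were added by the authors, and 11437 of the Ensembl identifiers carried a symbol in the gene names used here. The morula group (M) held 47 cells, of which 46 came from 8 embryos and 1 could not be assigned to an embryo. Early blastocysts (EB) gave 24 ICM cells from 7 embryos and 28 TE cells from 10 embryos. Late blastocysts (LB) gave 25 EPI cells from 4 embryos and 36 HYPO cells from 5 embryos, and spherical embryos (Sph) gave 48 EPI cells from 4 embryos and 12 HYPO cells from 3. Counts on genes ranged from 1012604 to 5696373 per cell, with a median of 2006854. By group, the median ran from 1660326 in LB HYPO to 2235586 in Sph EPI. The median number of genes with a count was lowest in TE, at 4939, and highest in Sph EPI, at 6558.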

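Cells of 1 embryo are not independent replicates, so counts were summed over the cells of each embryo and lineage, and these sums were compared. The embryo of a cell was read from the letters of its identifier, which is a limit of all comparisons between embryos. A sum held 1 to 19 cells, and 6 sums held a single cell. Genes with TPM over 1 in at least 3 cells, 14721 in all, were tested with edgeR's quasi-likelihood test after TMM normalization. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. Shares of cells carry exact Clopper-Pearson 95% intervals, and for a count of 0 the limit that 3 counts would set. Intervals and limits cover counting error only. The sample labels place the cells in 8 numbered library pools, and each comparison was repeated within the first 4 pools and within the last 4 pools.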

First, we set out to generate a single-cell transcriptome profile of early in vivo pig embryo development, from four pre-implantation stages: morula (M; embryonic day (E) ~4–5), early blastocyst (EB, ~E5–6), late blastocyst (LB, ~E7–8), and spherical embryo (Sph, ~E10–11)^16^ (Fig. 1a), and obtained 220 single-cell transcriptomes from 28 embryos (Table 1, Source data file). 

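Clustering was repeated from the counts after library size normalization with scater, on log2 values of the 15086 genes with a count in at least 3 cells. With Euclidean distances and Ward linkage, the tree was divided into 7 clusters, the number of stage and lineage groups. In all, 207 of the 220 cells shared a cluster with a majority of their own group, and the adjusted Rand index was 0.923. The other 13 cells were TE cells, which joined a cluster with all 24 ICM cells, while 15 TE cells formed their own. Cells of the remaining groups each formed 1 complete cluster. On log2(TPM + 1) values, 1 cell lay outside the cluster of its group. Average linkage moved the result most, with 151 cells outside the cluster of their group and an adjusted Rand index of 0.04.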

Unsupervised hierarchical clustering (UHC) (15,086 genes) grouped the cells according to their developmental stage and specific lineages based on known markers (Fig. 1b).

**Fig. 1:**
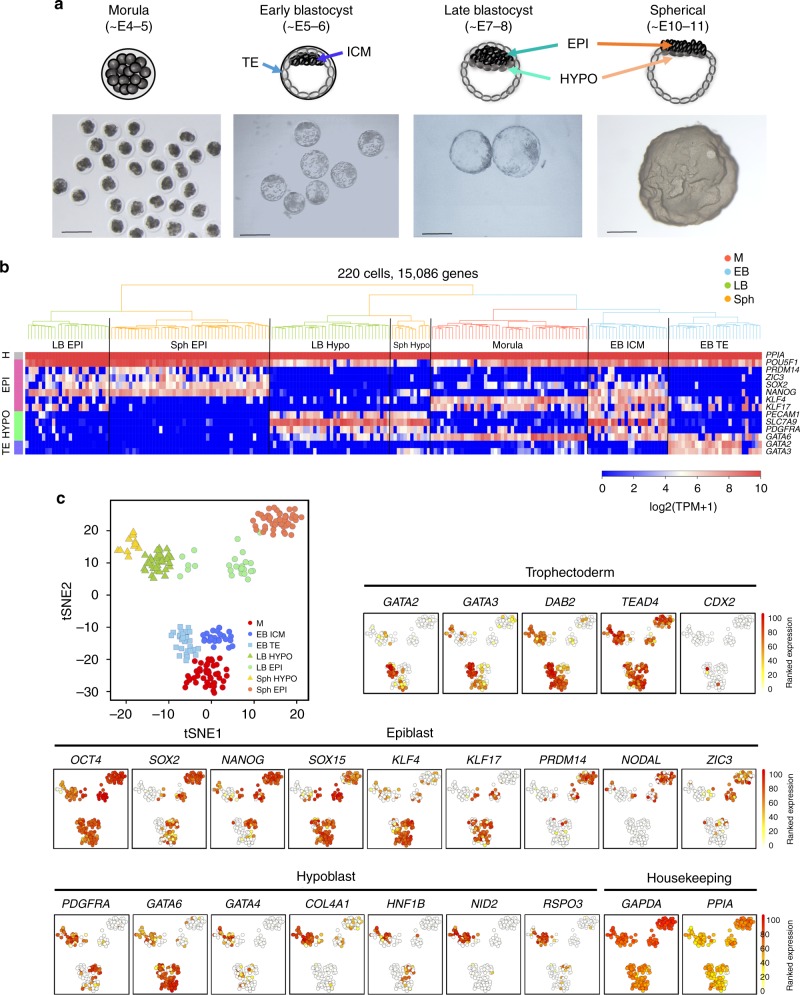
Lineage segregation in pig pre-implantation embryos. **a** Pig pre-implantation embryos collected for scRNA-Seq. **b** Unsupervised hierarchical clustering (UHC) with all expressed genes (15,086 genes), with a heat map of expression levels of lineage-specific markers. Colours in dendrogram indicate developmental stage. **c** t-SNE plot of all cells, indicated by colours and shapes for different embryonic days and lineages. Lineage-specific genes are shown in t-SNE plots; a gradient from white to red indicates low to high expression. *n* = 220 cells. E: embryonic day, M: morula, EB: early blastocyst, LB: late blastocyst, Sph: spherical embryo, EPI: epiblast, HYPO: hypoblast, ICM: inner cell mass, TE: trophectoderm. Scale bar: 300 µm

**Table 1:** Samples of embryos collected

Stage	No. of embryos	No. of cells collected	No. of cells sequenced	Samples retained after quality control
Morula (~E4–5)	8	91	58	47
Early blastocyst (~E5–6)	10	158	57	52
Late blastocyst (~E7–8)	6	103	70	61
Spherical embryo (~E10–11)	4	113	65	60
Total	28	465	250	220

Dimensionality reduction provided a clear visualisation of lineage segregation during development (Fig. 1c). The morula group showed expression of *OCT4* (*POU5F1)*, *SOX2*, and *KLF4*, but not *NANOG*, while early blastocyst (EB) cells segregated into two lineages: ICM cells expressing *NANOG* and *SOX2*, and TE cells with *GATA2*, *GATA3* and *DAB2*. 

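In embryo sums, KLF4 (ENSSSCG00000005437) reached a log2(CPM + 1) of 8.57 ± 0.70 (SD, n = 8) in M and 8.82 ± 1.05 (SD, n = 7) in ICM. The mean was 4.32 ± 3.28 (SD, n = 10) in TE, and the log2 fold change between ICM and TE was 2.54 (standard error 1.08, adjusted p = 0.169 from edgeR), which did not pass the threshold. GATA3 (ENSSSCG00000011125) was lower in ICM than in TE by a log2 fold change of -7.28 (adjusted p = 0.00828 from edgeR). DAB2 (ENSSSCG00000016857) differed in the same direction, with -6.93 (standard error 1.12, adjusted p = 0.0036 from edgeR). Of 28 alternatives, 27 called GATA3 and 27 called DAB2, and the exception for both was the comparison within the last 4 pools. GATA2 (ENSSSCG00000011618) had 18004 counts in TE and 232 in ICM, and a log2 fold change of -5.85 (standard error 1.56, adjusted p = 0.0841 from edgeR). With the embryo as a block in edgeR's model, which pairs the ICM and TE sums of the same embryo, GATA2 was called (adjusted p = 0.018 from edgeR). It was called under 8 of 28 alternatives, among them without ICM embryo AE (adjusted p = 0.0352) and without TE embryo E6-ER (adjusted p = 0.0297). The adjusted p over its alternatives in edgeR, DESeq2 and limma ran from 0.00034 to 0.214. TPM over 1 for GATA2 was seen in 25 of 28 TE cells, or 89.3% (95% interval 71.8 to 97.7), and in 2 of 24 ICM cells, or 8.33%. The shares for GATA3 were 92.9% of TE cells and 16.7% of ICM cells, and those for DAB2 96.4% and 41.7%. DAB2 also exceeded TPM 1 in 47 of 47 morula cells, and GATA3 in 20 of them. OCT4, SOX2 and NANOG were not analysed here, since no entry could be matched to their symbols.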

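CDX2 (ENSSSCG00000009317) exceeded TPM 1 in 1 of 28 TE cells, or 3.57% (95% interval 0.0904 to 18.3). It did so in 1 of 47 morula cells, or 2.13% (95% interval 0.0539 to 11.3), and in 0 of 24 ICM cells, which allows a share of up to 12.5%. The intervals overlap, so a difference between TE and the other groups was not detectable at this depth. Because too few cells exceeded TPM 1, CDX2 was not tested between lineages.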

Expression of *CDX2* was seen in a few TE cells at this early stage^14^, but *OCT4* expression was seen in all cells, consistent with observations in human and monkey blastocysts^2,17^. There was evident expression of pluripotency genes; *SOX15*, *KLF4* and *KLF17* in the ICM and EPI, as in human epiblast cells. 

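KLF4 exceeded TPM 1 in 23 of 24 ICM cells, or 95.8% (95% interval 78.9 to 99.9). In EPI the share was 28.0% of 25 LB cells (95% interval 12.1 to 49.4) and 14.6% of 48 Sph cells (95% interval 6.07 to 27.8). KLF17 (ENSSSCG00000024191) exceeded it in 16 of 24 ICM cells, or 66.7%, and in 16 of 25 LB EPI cells, or 64.0%. In Sph EPI, 1 of 48 cells did so, or 2.08%. In morulae, KLF4 passed TPM 1 in 47 of 47 cells and KLF17 in 36, or 76.6%. SOX15 was not analysed here.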

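In TE, 12 of 28 cells exceeded TPM 1 for KLF4, or 42.9% (95% interval 24.5 to 62.8), and 15 for KLF17, or 53.6%. Among LB HYPO cells, KLF4 was above this level in 9 of 36, or 25.0%, and KLF17 in 1, or 2.78%. In Sph HYPO, 3 of 12 cells had KLF4 above it (95% interval 5.49 to 57.2), and 0 of 12 had KLF17, which allows a share of up to 25.0%.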

Expression of some of these genes was also seen in pig TE and hypoblast (HYPO).

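Between the ICM sums of 7 embryos and the TE sums of 10, edgeR called 111 genes, 84 higher in ICM and 27 higher in TE. At an unadjusted p under 0.05 the number was 2783. Within the first 4 pools the test called 39 genes, 18 higher in ICM and 21 higher in TE. Within the last 4 pools the number was 9, with 7 higher in ICM and 2 higher in TE. With all 7 lineages fitted together it was 865, and with 1 embryo left out it lay between 58 and 184. Without TE embryo E6-ER, whose sum holds 1 cell, it was 184, with 121 higher in ICM and 63 higher in TE. The number was 58 to 68 without ICM embryo AA, AC, AF or AG or TE embryo AA, AC, AD or AG. With the embryo as a block in edgeR's model, 89 genes were called, of which 35 were among the 111, and the calls lost included IL6, LRAT, C1QA, RAB3IL1 and PACSIN2.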

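The authors' list names 440 genes higher in ICM and 268 higher in TE. Of these, 319 and 193 matched a tested gene by symbol, and 318 and 192 had the same direction in the embryo sums. Among the 111 genes called, 77 stand in the authors' list, or 69.4%. The list was made from these same cells, so neither the shared direction nor the overlap is independent evidence. Genes were singled out where they were called, separated the embryos without overlap, and had the largest changes. LRAT (ENSSSCG00000008995) was at least 1031-fold higher in ICM (adjusted p = 0.0036 from edgeR) and C1QA (ENSSSCG00000003524) at least 1000-fold (adjusted p = 0.00388 from edgeR), both against TE sums without a count and a floor of 3 counts over the group. VCAN (ENSSSCG00000014136) had 18573 counts in ICM and 5 in TE (adjusted p = 2.94e-08 from edgeR), and every alternative called it. In TE, PACSIN2 (ENSSSCG00000000036) was the higher by a log2 fold change of -2.39 (standard error 0.48, adjusted p = 0.0185 from edgeR). RAB2A (ENSSSCG00000006232) had -1.39 (standard error 0.30, adjusted p = 0.0301 from edgeR) and lost its call without ICM embryo AA, AE, AG or AI or TE embryo AE or AF (adjusted p 0.0524 to 0.0807). RAB3IL1 (ENSSSCG00000013074) had -6.13 (standard error 1.44, adjusted p = 0.0463 from edgeR), and its call was lost on leaving out any embryo but TE embryo E6-ER (adjusted p up to 0.105). LRAT, C1QA, PACSIN2, RAB2A and RAB3IL1 were not called within either set of pools, and over its alternatives the adjusted p reached 0.209 for LRAT and 0.193 for C1QA.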

We identified 708 differentially expressed genes (DEG) between ICM and TE (Fig. 2a and Source data file). While *GATA2* and *GATA3* were the two top-ranked genes in TE of early blastocysts, other TE markers reported in mouse and human such as *ANXA6* and *TEAD1* were identified for the first time in the pig. 

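Among the 5996 genes higher in TE than in ICM, DAB2 ranked 6th, GATA3 11th and GATA2 44th by p-value. Ranked by log2 fold change, GATA3 was 200th, DAB2 256th and GATA2 436th. ANXA6 (ENSSSCG00000017089) had a log2(CPM + 1) of 6.07 ± 2.74 (SD, n = 10) in TE and 1.36 ± 2.34 (SD, n = 7) in ICM. Its log2 fold change of -4.23 (standard error 1.60, adjusted p = 0.126 from edgeR) did not pass the threshold, and 1 of 28 alternatives, limma on embryo means, called it. TEAD1 (ENSSSCG00000013399) showed a log2 fold change of -4.27 (standard error 1.76, adjusted p = 0.155 from edgeR) and was called under none of the 28. Both genes were higher in TE under every alternative.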

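Of the other TE genes that Fig. 2b marks, KRT8 (ENSSSCG00000000252) was at 13.31 ± 4.70 (SD, n = 10) in TE and 7.74 ± 0.74 (SD, n = 7) in ICM on the same scale. TE embryo E6-ER had no KRT8 count, and the log2 fold change over all embryos was -6.80 (standard error 1.04, adjusted p = 0.00235 from edgeR). KRT18 (ENSSSCG00000000253) followed with -7.47 (standard error 1.03, adjusted p = 0.000696 from edgeR). Neither keratin was called within the last 4 pools, and limma on embryo means did not call KRT8. CLDN8 (ENSSSCG00000012030), CLDN4 (ENSSSCG00000007718) and TFAP2A (ENSSSCG00000001036) had log2 fold changes of -2.20, -2.19 and -2.09 and adjusted p of 0.185, 0.167 and 0.113 from edgeR.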

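Some marker genes of Fig. 2b were tested for higher levels in ICM than in TE. FN1 (ENSSSCG00000016174) had a log2 fold change of 6.38 (standard error 1.15, adjusted p = 0.00763 from edgeR) and was called under 27 of 28 alternatives. OTX2 (ENSSSCG00000005063), KIT (ENSSSCG00000008842) and PDGFRA (ENSSSCG00000008841) were higher in ICM by log2 fold changes of 3.78 (standard error 1.11), 5.40 (standard error 1.50) and 3.19 (standard error 1.69). Their adjusted p from edgeR, 0.105, 0.0971 and 0.351, did not pass the threshold. Without TE embryo E6-ER, OTX2 (adjusted p = 0.0272) and PDGFRA (adjusted p = 0.0252) passed it. With the embryo as a block in edgeR's model, PDGFRA passed it as well (adjusted p = 0.0143), while OTX2 (0.0538) and KIT (0.0629) did not. Over all alternatives the adjusted p of OTX2 ran from 0.00657 to 0.214, and that of PDGFRA from 0.0143 to 0.902.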

Notably, we found upregulation of both HYPO and EPI markers in the ICM (Fig. 2b). Further interrogation of ICM cells by principal component analysis (PCA) of all genes and highly variable genes (Fig. 2c and d, respectively) did not separate the cells into discrete populations. 

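PCA of the 24 ICM cells was repeated on log2(TPM + 1) of 15086 genes. PC1 held 7.15% of the variance and PC2 6.43%. A division of the cells into 2 groups by k-means on these components gave a mean silhouette of 0.389, with 10 cells in the smaller group. When each gene was permuted over the cells 20 times, the silhouette ranged from 0.308 to 0.414, so the division was no clearer than in permuted data. On the 2000 most variable genes the silhouette was 0.431. With each gene scaled to unit variance, it was 0.679, with a smaller group of 1 cell.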

Analysis of highly variable genes (HVGs) in a subset of cells separated along PC1 did not show a distinct EPI or HYPO expression signature based on high-confidence markers^7^ (Fig. 2e). 

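The same PCA of 121 EPI and HYPO cells from LB and Sph embryos placed 9.72% of the variance on PC1 and 4.16% on PC2. Dividing the cells into 2 groups on these components parted all 121 by lineage, with the 48 HYPO cells in one group. The mean silhouette was 0.609, above the 0.3 to 0.342 of the permuted data. On the most variable genes, PC1 held 15.62% and PC2 5.3% of the variance, and again all 121 cells were parted by lineage.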

Mutually exclusive segregation of EPI and HYPO became evident first in cells of LB and Sph embryos (TE was excluded from these stages) (Fig. 2c, d). Expression of *SOX2*, *NANOG*, *PRDM14* and *NODAL* was observed in EPI, whereas expression of *PDGFRα*, *GATA4*, *GATA6*, *COL4A1*, *NID2* and *HNF1β* was detected in HYPO (Fig. 1c). 

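At the LB stage, PRDM14 (ENSSSCG00000006195) stood at a log2(CPM + 1) of 5.46 ± 1.52 (SD, n = 4) in EPI and 0.49 ± 0.92 (SD, n = 5) in HYPO. The log2 fold change was 6.21 (standard error 1.78, adjusted p = 0.114 from edgeR), and the gene passed the threshold only without HYPO embryo AO (adjusted p = 0.0252 from edgeR) and under DESeq2, in a range of 0.00117 to 0.838 over its alternatives. In Sph embryos PRDM14 had 6041 counts in EPI and 1 in HYPO (adjusted p = 0.0333 from edgeR). That call was lost without EPI embryo C, D or F or HYPO embryo C or E (adjusted p 0.06 to 0.156), within each set of pools, and with the embryo as a block. NODAL, an entry the authors added to the annotation, was at least 375-fold higher in EPI than in HYPO at the LB stage (adjusted p = 0.0421 from edgeR), where no HYPO sum held a count. The call was lost on leaving out any of the 9 sums (adjusted p 0.0525 to 0.11), within each set of pools and with the embryo as a block. At both stages the block rests on 3 pairs of sums from the same embryo, so a call lost with it may reflect few data. In Sph embryos NODAL was not called between EPI and HYPO, with a log2 fold change of 0.48 (standard error 1.49, adjusted p = 0.948 from edgeR), a spread that leaves a difference open. Its sign reversed within the first 4 pools (-0.39) and without HYPO embryo E (-0.10).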

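The HYPO genes PDGFRA, GATA4 (ENSSSCG00000022383), GATA6 (ENSSSCG00000003702) and NID2 (ENSSSCG00000005030) were higher in HYPO at both stages. Of these 8 comparisons, edgeR called 1, NID2 in Sph embryos, with 3 counts in EPI and 4491 in HYPO (adjusted p = 0.00594). NID2 was called there under all 18 alternatives. In LB embryos the log2 fold changes were -5.03 for PDGFRA (standard error 1.60, adjusted p = 0.162 from edgeR), -4.99 for GATA6 (standard error 1.65, adjusted p = 0.171) and -4.43 for NID2 (standard error 1.85, adjusted p = 0.241). GATA4 was at least 234-fold higher in LB HYPO (adjusted p = 0.0552 from edgeR) and at least 817-fold in Sph HYPO (adjusted p = 0.161). PDGFRA and GATA6 differed by -6.35 (standard error 2.24, adjusted p = 0.235 from edgeR) and -4.40 (standard error 2.36, adjusted p = 0.394) in Sph embryos. Leaving out EPI embryo AO called PDGFRA (adjusted p = 0.0184) and NID2 (adjusted p = 0.000617) in LB embryos. In Sph embryos, calls came without EPI embryo D for PDGFRA (adjusted p = 0.0127) and without EPI embryo C for GATA6 (adjusted p = 0.0395). Over their alternatives in edgeR, DESeq2 and limma, the adjusted p of the 7 comparisons without a call reached 0.389 to 0.916 at the highest. COL4A1 was not analysed here.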

Comparison between EPI and HYPO in LB and Sph identified 1810 and 1916 DEGs, respectively. 

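In embryo sums, edgeR called 283 genes between EPI (4 embryos) and HYPO (5 embryos) at the LB stage, 132 higher in EPI and 151 higher in HYPO. At the Sph stage it called 167 between 4 EPI and 3 HYPO sums, 83 higher in EPI and 84 higher in HYPO. The numbers at an unadjusted p under 0.05 were 2943 and 2236. Within the first 4 pools the counts were 113 and 149, and within the last 4 pools they were 64 and 89. With the embryo as a block, 20 and 82 genes were called. Only 3 pairs of sums from the same embryo inform the block at each stage, so calls may be lost for want of data. DESeq2 called 1360 and 1453. With 1 embryo left out the LB count lay between 138 and 294, and was 146 without EPI embryo AP, 138 without EPI embryo AQ and 163 without HYPO embryo AM. The Sph count lay between 78 and 583, and was 108, 78 and 109 without EPI embryos C, E and F and 583 without HYPO embryo F, of which 467 were higher in EPI and 116 higher in HYPO. The median log2 fold change of all genes was 0 in LB embryos and 0.574 in Sph embryos. In Sph embryos this median was 1.543 without HYPO embryo F and 1.042 with the embryo as a block. Of the genes in the authors' lists that matched by symbol, 759 of 766 for LB EPI, 561 of 563 for LB HYPO, 820 of 821 for Sph EPI and 610 of 613 for Sph HYPO had the same direction. Of the genes called here, 67.8% of those in LB and 74.3% of those in Sph embryos stand in the authors' lists. These lists too were made from the same cells, so direction and overlap are not independent evidence.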

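The largest separations at the LB stage were those of MAL2 (ENSSSCG00000006003), at least 1894-fold higher in EPI (adjusted p = 0.00443 from edgeR), and HNF4A (ENSSSCG00000007371), at least 873-fold higher in HYPO (adjusted p = 0.00541 from edgeR). DND1 (ENSSSCG00000014374) had 11322 counts in EPI and 1 in HYPO (adjusted p = 0.00269 from edgeR), and a separate entry added by the authors for DND1 was called as well. FGL2 (ENSSSCG00000015413) had 2 counts in EPI and 4648 in HYPO (adjusted p = 0.00282 from edgeR). With the embryo as a block, none of these 4 genes was called (adjusted p 0.182, 0.137, 0.0956 and 0.0588), and over their alternatives the adjusted p reached 0.182, 0.137, 0.0956 and 0.351. In Sph embryos, ETV1 (ENSSSCG00000024591) was at least 2145-fold (adjusted p = 0.000639 from edgeR) and SEPTIN6 (ENSSSCG00000012619) at least 1589-fold higher in EPI (adjusted p = 0.00426 from edgeR). FMOD (ENSSSCG00000015270) was at least 7053-fold higher in HYPO (adjusted p = 0.00384 from edgeR). APOA2 (ENSSSCG00000006355) had 1 count in EPI and 28367 in HYPO (adjusted p = 1.1e-05 from edgeR), and HAPLN1 (ENSSSCG00000014137) had 3 and 20132 (adjusted p = 8.96e-05 from edgeR). SEPTIN6 lost its call within the last 4 pools and with all 7 lineages fitted together (adjusted p up to 0.186). ETV1 lost it with all 7 lineages (adjusted p = 0.121 from edgeR) and FMOD with limma (adjusted p = 0.0928). APOA2 and HAPLN1 were called under all 18 alternatives.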

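The EPI genes FGF19 and SALL2 were higher in EPI than in HYPO at both stages, and 3 of the 4 comparisons were called. FGF19 (ENSSSCG00000012871) differed by 6.73 in LB embryos (standard error 1.41, adjusted p = 0.0271 from edgeR), a call lost without EPI embryo AP (0.0694) or AQ (0.11) or HYPO embryo AM (0.0528), with the embryo as a block, and within each set of pools. In Sph embryos FGF19 had 14382 counts in EPI and 1 in HYPO (adjusted p = 0.00688 from edgeR). SALL2 (ENSSSCG00000022705) had 11136 and 1 there (adjusted p = 0.00363 from edgeR), but in LB embryos it differed by 3.71 (standard error 1.61, adjusted p = 0.245 from edgeR).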

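The HYPO genes PECAM1, DAB2 and FN1 were higher in HYPO at both stages, with 3 of 6 comparisons called. FN1 was lower in EPI by a log2 fold change of -6.25 in LB (standard error 0.56, adjusted p = 0.000196 from edgeR) and -7.16 in Sph embryos (standard error 0.38, adjusted p = 1.1e-05 from edgeR), and was called under every alternative. PECAM1 (ENSSSCG00000017277) had 1 count in Sph EPI and 3867 in Sph HYPO (adjusted p = 0.00363 from edgeR). In LB embryos it differed by -5.10 (standard error 1.62, adjusted p = 0.162 from edgeR), and was called without EPI embryo AO (adjusted p = 0.00226 from edgeR), in a range of 0.00226 to 0.286. DAB2 did not pass the threshold, with -5.47 in LB (standard error 1.84, adjusted p = 0.18 from edgeR) and -6.91 in Sph embryos (standard error 1.59, adjusted p = 0.0745 from edgeR). Without Sph EPI embryo D, DAB2 was called (adjusted p = 0.0386 from edgeR), in a range of 0.000342 to 0.229. SOX15 could not be matched to an entry.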

Known EPI genes upregulated in both stages included *SOX15*, *ZIC3*, *FGF19*, *SALL2* and the HYPO genes *PITX2*, *PECAM1, DAB2* and *FN1* (Fig. 2a, b, and Source data file). These results show that TE and ICM in the pig embryo segregate in the early blastocyst, whereas at this stage, HYPO and EPI genes are co-expressed in the ICM; these cells resolve into discrete cell lineages in late blastocysts.

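Co-expression was measured as the share of cells with at least 1 EPI gene and at least 1 HYPO gene above TPM 1. NANOG, SOX2 and SOX17 could not be matched to an entry, so a pair of other lists was used, chosen after the data were seen. Only shares are given, and tests tried on these lists are not reported. With the 5 EPI and 2 HYPO genes of the results text that could be matched, 19 of 24 ICM cells, or 79.2%, showed both kinds. In late blastocysts it was 7 of 25 EPI cells, or 28.0%, and 8 of 36 HYPO cells, or 22.2%. Taken per embryo, the share was 85.2% ± 14.7 (SD, n = 7) in ICM and 16.6% ± 15.9 (SD, n = 6) in LB. With the 4 EPI and 6 HYPO genes of Fig. 2e, the share was 91.7% of ICM cells, 92.0% of LB EPI cells and 33.3% of LB HYPO cells. Per embryo this list gave 83.3% ± 37.3 (SD, n = 7) in ICM and 49.3% ± 39.0 (SD, n = 6) in LB, a difference within the spread between embryos. From the division of TE and ICM cells, the joint expression of EPI and HYPO genes in the ICM, and the separate lineages found later, the paper concludes that TE and ICM segregate first and that EPI and HYPO resolve in late blastocysts.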

**Fig. 2:**
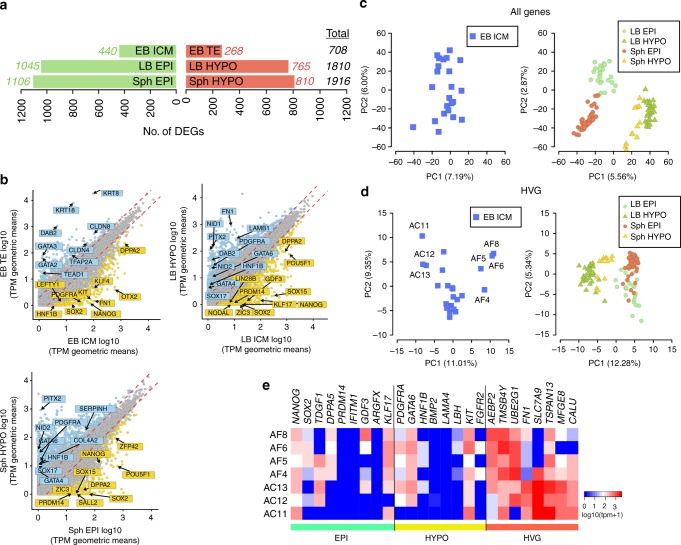
Differential gene expression in cells of the early pig embryo. **a** Numbers of differentially expressed genes (DEGs) during lineage segregation in pairwise comparisons for each stage. Red and green bars indicate upregulated and downregulated genes, respectively. **b** Scatter-plot comparisons of the averaged gene expression levels between different lineages (>1 fold change, flanking diagonal lines; Yellow: upregulated, blue: downregulated; log_10_ (TPM geometric means), key genes are annotated). **c** PCAs of EB ICM (*n* = 24 cells) and LB and Sph EPI and HYPO of all expressed genes (*n* = 121 cells). **d** PCA of EB ICM (*n* = 24 cells) and LB and Sph EPI and HYPO cells by highly variable genes (HVG) (n = 121 cells). **e** Heat map of expression levels of epiblast- and hypoblast-specific markers and HVG in seven selected EB ICM samples from **c** and **d**. M: morula, EB: early blastocyst, LB: late blastocyst, Sph: spherical embryo, EPI: epiblast, HYPO: hypoblast, ICM: inner cell mass, TE: trophectoderm

### Signalling pathways controlling lineage segregation

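The gene lists behind the authors' pathway terms were compared with the embryo sums, and no enrichment test was made, since the lists were chosen on these cells. For the PI3K-Akt term in ICM, 12 of the 19 listed genes matched a tested gene, all 12 were higher in ICM than in TE, and edgeR called 4 of them, YWHAZ, BAD, FGFR4 and FN1. The median size of their log2 fold changes was 4.14. For the same term in TE, 3 of 4 listed genes matched, all 3 were higher in TE, and none was called. For the Jak-STAT term, 4 of 5 listed genes in ICM and 1 of 2 in TE matched, each in the listed direction and none called. The Wnt term, the positive regulation of canonical Wnt signalling, lists 6 genes for ICM, of which 5 matched, all higher in ICM, and 1, RSPO3, was called.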

Gene ontology (GO) enrichment and Kyoto Encyclopaedia of Genes and Genomes (KEGG) pathway analyses indicated that PI3K-Akt and Jak-Stat signalling pathways were over-represented in ICM and TE of early blastocysts (EB), but the WNT signalling pathway was enriched only in ICM cells. In later stages, PI3K-Akt was over-represented in HYPO and MAPK signalling in EPI. Components of the TGFβ pathways were expressed in both EPI and HYPO (Table 2 and Source data file).

**Table 2:** Gene ontology terms and KEGG pathways determined by pairwise comparisons of embryonic lineages

Lineage	GO terms	KEGG pathways
EB ICM vs. EB TE		
EB ICM	Endodermal cell fate specification (7.07e−04) IL-6-mediated signalling pathway (1.05e−03) Positive regulation of canonical Wnt sig. path. (1.28e−03) Positive regulation of JAK-STAT cascade (2.37e−03) Stem cell population maintenance (4.00e−03)	Signalling pathways regulating pluripotency of stem cells (2.43e−06) Calcium signalling pathway (8.48e−06) Cell adhesion molecules (CAMs) (3.53e−04) PI3K-Akt signalling pathway (5.57e−04)
EB TE	Regulation of establishment of cell polarity (5.00e−04) Positive regulation of cell migration (7.13e−04) Cell proliferation (2.01e−03) Positive regulation of cell proliferation (3.71e−03) Positive regulation of JNK cascade (4.11e−03)	PI3K-Akt signalling pathway (1.23e−02) Phagosome (1.31e−02) Jak-STAT signalling pathway (3.17e−02) Lysosome (4.56e−02) Cell cycle (8.03e−02)
LB EPI vs. LB HYPO		
LB EPI	Negative regulation of transcription from RNA polymerase II promoter (3.92e−05) Histone H4-K5 and H4-K8 acetylation (1.69e−03) Regulation of DNA methylation (1.10e−02) C-5 methylation of cytosine (2.50e−02) Chromatin silencing (4.13e−02)	MAPK signalling pathway (5.21e−03) Neuroactive ligand-receptor interaction (2.55e−02) Signalling pathways regulating pluripotency of stem cells (3.20e−02) ErbB signalling pathway (3.66e−02) Adherens junction (3.75e−02)
LB HYPO	Transmembrane transport (4.11e−05) Response to glucose (1.35e−04) Cholesterol efflux (1.63e−04) Endodermal cell differentiation (1.81e−03) Triglyceride homoeostasis (2.12e−03)	PI3K-Akt signalling pathway (4.87e−06) ECM–receptor interaction (6.09e−06) Cell adhesion molecules (CAMs) (5.98e−05) Focal adhesion (2.16e−04) PPAR signalling pathway (3.87e−04)
Sph EPI vs. Sph HYPO		
Sph EPI	Axon guidance (1.03e−04) Regulation of neuron projection development (1.99e−04) Glycogen catabolic process (3.50e−03) Embryo implantation (7.88e−03) Regulation of stem cell division (1.17e−02) Stem cell population maintenance (1.25e−02)	PPAR signalling pathway (3.72e−22) HIF-1 signalling pathway (1.54e−11) Tight junction (3.69e−07) Signalling pathways regulating pluripotency of stem cells (6.67e−07)
Sph HYPO	Endodermal cell differentiation (8.04e−05) Endoderm development (1.74e−04) Lipid transport (2.54e−04) Response to glucose (2.84e−04) Cell fate commitment (5.31e−04)	ECM–receptor interaction (1.20e−04) TGF-beta signalling pathway (1.77e−04) Cytokine–cytokine receptor interaction (1.18e−03) PPAR signalling pathway (2.81e−03) Cell adhesion molecules (CAMs) (3.93e−03)

Significance values in brackets

*M* morula, *EB* early blastocyst, *LB* late blastocyst, *Sph* spherical embryo, *ICM* inner cell mass, *TE* trophectoderm, *EPI* epiblast

For elucidating functional roles of these signalling pathways during lineage segregation, we cultured ex vivo pig embryos at different stages based on the gene expression profile of the signalling pathways under investigation (Fig. 3a). We used selective inhibitors and determined the impact on lineage allocation by assessing the number of NANOG and SOX17 cells using immunofluorescence (IF). In controls, NANOG was absent in morulae, but detectable in most ICM cells from EB, which were also positive for SOX2 (Fig. 3b, c). Expression of SOX17 was first observed in a subset of NANOG positive (NANOG+) cells (47.14%) in the ICM of EB, which became gradually restricted to a small group of cells in the ICM of mid-blastocysts (MB, ~E6–7, 16.78%). By the late blastocyst (LB) stage (~E7–8), two mutually exclusive groups of NANOG+ and SOX17+ cells were identified (Fig. 3b, c).

**Fig. 3:**
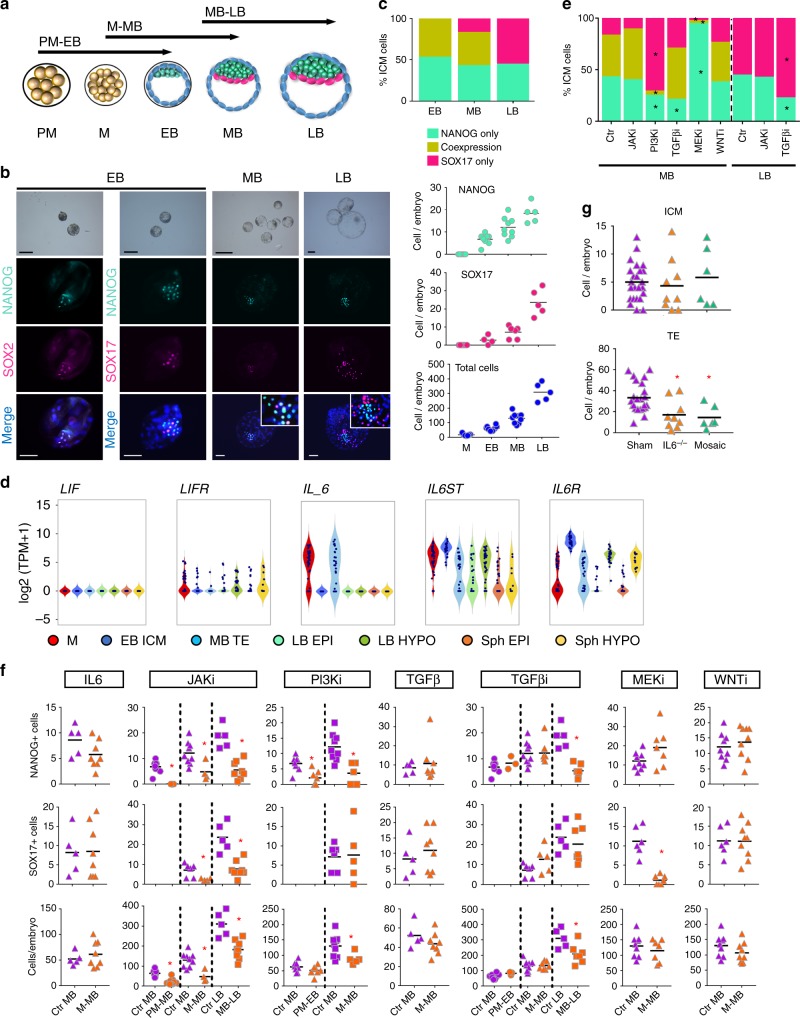
Signalling pathways involved in segregation of lineages. **a** Experimental design of embryo treatments. **b** Bright field and IF staining for indicated markers; embryos were counterstained with DAPI (merge). Scatter dot plots of NANOG-, SOX17-positive cells and total cell numbers (black bar indicates mean) of control pig morula (M, *n* = 7), early blastocysts (EB, *n* = 8), mid-blastocysts (MB, *n* = 9) and late blastocysts (LB, *n* = 5). **c** Bar charts indicating percentage of ICM cells expressing indicated markers in control embryos. **d** Gene expression of *LIF/IL6* and its cognate receptors in pig embryos. **e** Bar charts indicating percentage of ICM cells expressing indicated markers after different treatments. **f** Scatter plots show proportion of cells stained for the indicated markers in control embryos (EB *n* = 8, MB *n* = 9, LB *n* = 5) and embryos treated with JAKi: 10 µM AZD1480 (EB *n* = 11, MB *n* = 4, LB *n* = 8), PI3Ki: 10 µM LY294002 (EB *n* = 7, MB *n* = 5), TGFβi: 20 µM SB431542 (EB *n* = 3, MB *n* = 7, LB *n* = 7), MEKi: 10 µM PD0325901 (MB *n* = 7), WNTi: 3 µM IWP2 (MB *n* = 9), IL6: 10 ng ml^−1^ (MB *n* = 8) and TGFβ: 10 ng ml^−1^ (MB *n* = 8). **g** Scatter plots show the number of cells stained in Sham controls (*n* = 24), homozygous KO (*IL6*^−/−^) (*n* = 9) and mosaic embryos (*n* = 6) after CRISPR/Cas9 gene editing. ICM cells were determined by counting SOX2 positive cells and TE cells were calculated by subtracting SOX2 cells from the total cell count. Ctr: control, PM: pre-morula. For **c**, **e**: *p ≤ 0.05, two-way ANOVA. For **f**, **g**: *p ≤ 0.05, Mann–Whitney test. Source data are provided as a Source Data file. Scale bars: 50 µm

Having established the sequence of NANOG and SOX17 expression, we first looked at Jak-Stat signalling, since it was highly represented in all cells of the EB (Table 2). In mouse, ICM cells express LIF receptor (LIFR)^18^ and glycoprotein 130 (also known as IL6ST), which bind LIF secreted by the neighbouring TE^19^. In the pig, however, *LIF* expression was not detected (Fig. 3d). Instead, *IL6* was expressed in M and EB TE cells. Similarly, high expression of *IL6ST* and *IL6R* was detected in ICM and TE cells of EB, which decreased in LB and Sph EPI (Fig. 3d). 

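IL6 (ENSSSCG00000020970) exceeded TPM 1 in 35 of 47 morula cells, or 74.5%, and in 20 of 28 TE cells, or 71.4%. It did so in 0 of 24 ICM cells, and in no EPI or HYPO cell. In embryo sums, log2(CPM + 1) was 5.37 ± 1.31 (SD, n = 8) in M and 3.70 ± 3.00 (SD, n = 10) in TE, and no ICM sum held a count. IL6 was at least 902-fold higher in M than in ICM (adjusted p = 0.000337 from edgeR), and all 25 alternatives called it. Against ICM it was at least 1278-fold higher in TE (adjusted p = 0.0427 from edgeR). This call was lost with the embryo as a block, within each set of pools, and in 14 of 17 comparisons with 1 embryo left out (adjusted p 0.0548 to 0.0799), the exceptions being TE embryos AE, AG and E6-ER. Over all 28 alternatives the adjusted p ran from 3.28e-07 to 0.214.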

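IL6R (ENSSSCG00000027628) exceeded TPM 1 in all 24 ICM cells, in 15 of 28 TE cells, or 53.6%, and in 17 of 47 morula cells, or 36.2%. In EPI it did so in 5 of 25 LB cells, or 20.0%, and 5 of 48 Sph cells, or 10.4%, but in HYPO in all 36 LB and all 12 Sph cells. It was higher in ICM than in TE by a log2 fold change of 4.17 (standard error 0.77, adjusted p = 0.00844 from edgeR). Against ICM it was lower in LB EPI, with 7.66 (standard error 1.06, adjusted p = 0.000908 from edgeR), and in Sph EPI, with 8.94 (standard error 1.42, adjusted p = 0.00156 from edgeR), and both were called under every alternative. IL6ST (ENSSSCG00000016916) had a log2(CPM + 1) of 8.04 ± 1.30 (SD, n = 7) in ICM and 5.30 ± 2.06 (SD, n = 10) in TE, and 4.30 ± 2.83 in LB EPI and 4.92 ± 1.38 in Sph EPI (SD, n = 4 each). Its log2 fold change was 2.37 against TE (standard error 0.73, adjusted p = 0.113 from edgeR) and 2.82 against LB EPI (standard error 0.99, adjusted p = 0.135 from edgeR). Without TE embryo E6-ER, IL6ST was called against TE (adjusted p = 0.034 from edgeR), in a range of 0.00214 to 0.218. Against Sph EPI it was called, with 2.87 (standard error 0.76, adjusted p = 0.0365 from edgeR). That call was lost without ICM embryo AA, AC, AE, AF or AG or Sph embryo C, D or F (adjusted p 0.0533 to 0.101), and within each set of pools. LIFR exceeded TPM 1 in 16 morula cells, 6 ICM cells and 1 TE cell, and LIF was not analysed here.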

The effect of this growth factor during embryo development was tested by IL-6 supplementation to ex vivo-derived morulae. IL-6 supplemented embryos showed a modest increase in total cell number, with the proportion of NANOG and SOX17 cells unaffected (Fig. 3f). To further understand the role of IL6 during blastocyst formation we disrupted the *IL6* gene using CRISPR/Cas9 gene editing in pig parthenogenetic embryos and cultured these until the blastocyst stage. *IL6* KO (homozygous and mosaic embryos) had significantly reduced numbers of TE cells compared to sham injected embryos, however the ICM of these embryos was unaffected (Fig. 3g; Supplementary Figure 2). We also blocked Jak-Stat signalling in ex vivo embryos using a specific inhibitor (AZD1480) and found that early blastocysts had a significantly reduced total cell number and no clear ICM (Fig. 3f). While a small number of scattered SOX2+ cells were observed, they were however not organised into an ICM, unlike in control embryos (Fig. 3b). Embryos treated until the MB and LB stages also had reduced total cell numbers, as a result of a reduction of both the TE and ICM (Fig. 3e, f).

We also looked at the role of the PI3K-Akt signalling pathway previously identified in mouse pre-implantation embryos^20^, since we found it enriched in pig EB KEGG terms. Embryos treated with the PI3K inhibitor LY294002 from PM to EB and from M to MB developed small blastocysts with reduced numbers of NANOG+ cells compared to controls (3 cells in LY294002 vs. 10 cells in controls) (Fig. 3e, f). The total cell number was also reduced by more than 35 cells per embryo (Fig. 3f).

Next, we investigated the Activin/TGFβ pathway, which was previously shown to be active during EPI development in human and pig^11,21,22^. Supplementation of TGFβ1 at the morula stage did not affect the total cell number nor the proportion of NANOG and SOX17-positive cells in these embryos (Fig. 3f). We next blocked the Activin/TGFβ pathway using SB431542 (20 or 40 µM) from PM to EB and M to MB and found no effect in embryo development. In contrast, embryos treated from MB to LB showed a significant reduction in NANOG+ cells, but the number of cells expressing SOX17 was unaffected (Fig. 3e, f). These results indicate that TGFβ promotes the expansion of the pluripotent epiblast in the pig embryo without affecting lineage segregation, consistent with the findings in human embryos^11^.

In human, pig and cattle, inhibition of FGF signalling with a MAPK/ERK kinase inhibitor (PD0325901; 0.4–1 µM) does not abolish the expression of hypoblast markers^23–25^, in contrast to mouse and rabbit embryos where it prevents hypoblast formation^26,27^. As our scRNA-Seq data show expression of MAPK pathway genes in LB EPI cells, we tested the effect of the MEK inhibitor PD0325901 at high concentration (10 µM), based on previous results with cattle blastocysts^28^. MEK inhibition from M to MB significantly reduced the number of HYPO cells resulting in <3 SOX17+ cells/embryo, with an apparent shift towards NANOG+ cells in the ICM (Fig. 3e, f). This indicates that MAPK inhibition restricts the expansion of the pig HYPO, but it does not prevent the activation of SOX17 in some cells.

Lastly, since regulation of the canonical WNT pathway was a significantly upregulated GO term in the ICM, we cultured pig embryos with the tested WNT inhibitor IWP2. No reduction in hypoblast segregation nor the total cell number was observed following WNT inhibition from M to MB (Fig. 3e, f); similar observations were reported for mouse embryos^13^.

### Emergence and progression of pluripotency in the pig embryo

We next sought to determine how the emergent pluripotent cells (ICM) of EB compared to early (LB) and late EPI (Sph) (Table 3). 

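PCA was repeated on log2(TPM + 1) of 144 cells, those of M, ICM, LB EPI and Sph EPI. PC1 held 11.69% of the variance and PC2 3.74%. Division of the cells into 2 groups by k-means on these components placed all 144 cells as M and ICM, 71 cells, against LB and Sph EPI. The mean silhouette was 0.646, and 0.303 to 0.351 with each gene permuted over the cells. On the 2000 most variable genes, PC1 held 18.91% and the silhouette was 0.681, and the same cells were parted.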

In a three-dimensional PCA plot, cells grouped as two main clusters: M/ICM and LB/Sph EPI cells (Fig. 4a). We detected a biphasic profile of pluripotent gene expression, with high expression of naive pluripotency genes in M/ICM, and gradual downregulation of these markers in EPI cells (LB/Sph). Concomitantly with the decrease in naive markers, there was an upregulation of primed pluripotency genes in LB/Sph EPI (Fig. 4b). Essential differences in gene expression were noted in the pig compared to observations in the mouse^29^; while *OCT4* and *SOX2* expression were maintained along all pluripotent stages, expression of *NANOG* was first observed in the ICM and remained high in LB and Sph EPI. The naive pluripotency markers *KLF4*, *KLF5*, *KLF17*, *TFCP2L1*, *ESRRB* and *TBX3*, were detected in M and ICM and decreased, or even ceased in LB and Sph EPI. 

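The mean of M and ICM was compared with the mean of LB and Sph EPI in embryo sums, and edgeR called 3202 genes, 1090 higher in M and ICM and 2112 higher in EPI. Within the first 4 pools the count was 1979 and within the last 4 pools it was 2066, the alternatives that moved it most. The median log2 fold change of all genes was -0.183. All 4 naive markers analysed were called as higher in M and ICM. TBX3 (ENSSSCG00000009865) had 53728 counts in M, 8399 in ICM, 276 in LB EPI and 1 in Sph EPI (adjusted p = 1.28e-07 from edgeR), and KLF4 had a log2 fold change of 4.48 (standard error 0.54, adjusted p = 1.57e-06 from edgeR). ESRRB (ENSSSCG00000002388) differed by 4.30 (standard error 1.18, adjusted p = 0.0111 from edgeR) and KLF17 by 3.96 (standard error 1.17, adjusted p = 0.0172 from edgeR). KLF17 was called under 32 of 34 alternatives, the exceptions being limma on embryo means and the first 4 pools, and the other 3 under all 34. Its mean CPM was 61.9 in M, 53.6 in ICM, 55.3 in LB EPI and 0.226 in Sph EPI, so the call rests on Sph EPI alone. The mean log2(CPM + 1) of ESRRB fell from 4.74 ± 0.55 (SD, n = 8) in M and 3.72 ± 1.83 (SD, n = 7) in ICM to 1.90 ± 1.37 in LB EPI and 0.32 ± 0.63 in Sph EPI (SD, n = 4 each). KLF4 was at 5.33 ± 0.71 in LB EPI and 3.03 ± 1.38 in Sph EPI (SD, n = 4 each). Cells above TPM 1 for TBX3 were 47 of 47 in M, 22 of 24 in ICM, 5 of 25 in LB EPI and 0 of 48 in Sph EPI. The last allows a share of up to 6.25%. KLF5 and TFCP2L1 were not analysed here.

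**Figure D1:**
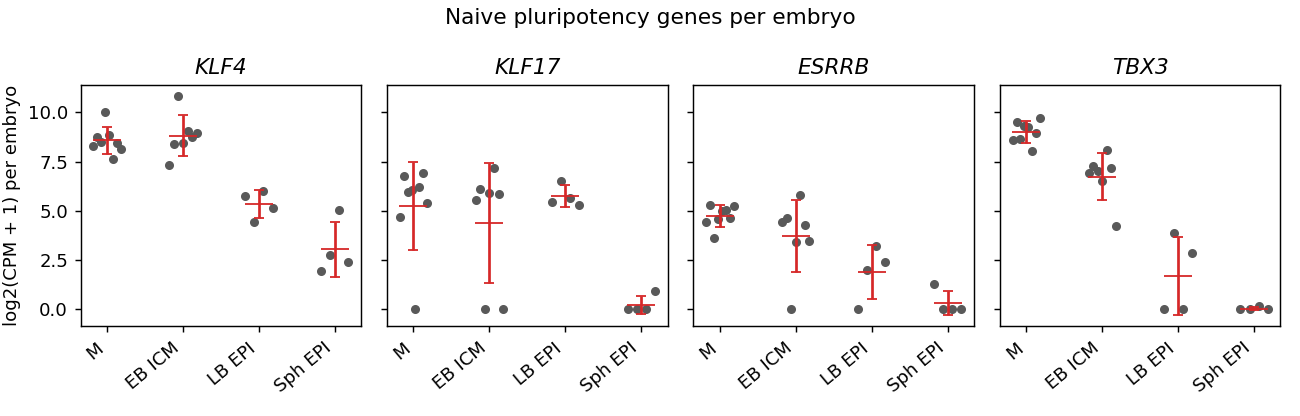
log2(CPM + 1) of KLF4, KLF17, ESRRB and TBX3 in embryo sums of M, EB ICM, LB EPI and Sph EPI. Each grey point is 1 embryo, and the red marks give the mean and SD, which for KLF4 were 8.57 ± 0.70 in M and 3.03 ± 1.38 in Sph EPI.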

The exception was *PRDM14*, which followed the opposite trend. By contrast, primed pluripotency markers *NODAL*, *DNMT3B*, *SALL2* and *SFRP2* were upregulated in LB and Sph EPI. 

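PRDM14 rose from a mean log2(CPM + 1) of 1.39 ± 1.66 (SD, n = 8) in M and 1.29 ± 2.27 (SD, n = 7) in ICM to 5.18 ± 1.41 (SD, n = 4) in Sph EPI. The log2 fold change of M and ICM against EPI was -3.24 (standard error 1.24, adjusted p = 0.0615 from edgeR), which did not pass the threshold. It passed without ICM embryo AC (adjusted p = 0.0178 from edgeR), without morula X (adjusted p = 0.0342 from edgeR), under DESeq2 and with limma on embryo means. Over the 34 alternatives the adjusted p ran from 0.000278 to 0.214.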

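All 4 primed markers were called as higher in EPI, under each of the 34 alternatives. NODAL had no count in any M or ICM sum and 5082 in EPI (adjusted p = 1.1e-05 from edgeR), at 4.30 ± 0.38 in LB EPI and 5.17 ± 0.46 in Sph EPI (log2(CPM + 1), SD, n = 4 each). SFRP2 (ENSSSCG00000009004) also had none in M and ICM, with 221 counts in LB EPI and 3070 in Sph EPI (adjusted p = 0.000697 from edgeR). DNMT3B (ENSSSCG00000007252) differed by a log2 fold change of -5.35 (standard error 0.61, adjusted p = 6.48e-07 from edgeR). SALL2 had -4.40 (standard error 0.91, adjusted p = 0.00121 from edgeR).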

Continued expression of pluripotency markers and absence of lineage commitment gene expression (*MIXL1, FOXA2*, and *T*) in Sph EPI indicated a protracted exit from pluripotency (about 6 days) in the pig.

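In Sph EPI, 0 of 48 cells exceeded TPM 1 for MIXL1, FOXA2 or T, which allows a share of up to 6.25% for each. T was at 0 cells in every group. In Sph HYPO, 4 of 12 cells exceeded TPM 1 for MIXL1, or 33.3% (95% interval 9.92 to 65.1), and 9 of 12 for FOXA2, or 75.0% (95% interval 42.8 to 94.5). FOXA2 also exceeded it in 1 of 47 morula cells, 1 of 25 LB EPI cells and 3 of 36 LB HYPO cells. From the continued expression of pluripotency markers in EPI and the missing commitment genes, the paper concludes that the exit from pluripotency is protracted in the pig.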

**Table 3:** Summary of female and male cells analysed

Stage	Cells		Embryos	
	Male	Female	Male	Female
M	32	15	5	3
EB ICM	18	6	4	6
EB TE	8	20		
LB EPI	13	12	3	3
LB HYPO	4	32		
Sph EPI	37	11	3	1
Sph HYPO	12	0		
Total	124	96	15	13

**Fig. 4:**
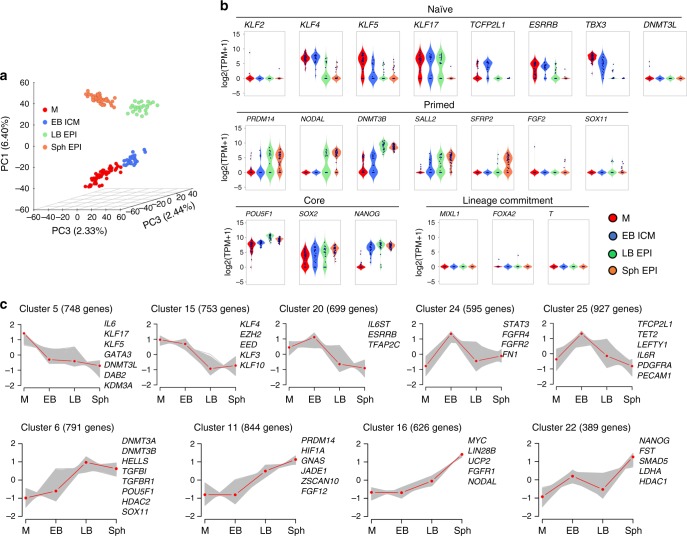
Progression of pluripotency in the pig embryo: **a** Principal component analysis (PCA) of the pluripotent lineages (*n* = 144 cells). **b** Violin plots of the expression of selected pluripotency and lineage specifier genes. **c** Self-organising maps (from a total of 25) showing key genes representative of naive and primed pluripotent cells

We used K-means clustering to group genes with similar expression profiles (Fig. 4c). Genes highly expressed in morulae and ICM cells (cluster 5, 15, 20, 24, 25) include naive pluripotency markers, members of the Jak-Stat pathway, *TET2*, and components of the Polycomb Repressive Complex 2 (PRC2) *EZH2* and *EED*. Genes upregulated in LB and Sph EPI (cluster 6, 11, 16, 22) include primed pluripotency markers, DNA methyltransferases, genes indicative of glycolytic metabolism and TGFβ signalling. 

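Between the ICM sums of 7 embryos and the Sph EPI sums of 4, edgeR called 990 genes, 322 higher in ICM and 668 higher in Sph EPI. DESeq2 called 2077, and the count was 452 within the first 4 pools and 374 within the last 4 pools. Leaving out Sph embryo C, D or F brought it to 530, 529 and 492. At an unadjusted p under 0.05 it was 4018. Of earlier steps, M against ICM gave 361 genes, with 38 and 132 within the sets of pools, and ICM against LB EPI 428, with 123 and 195. The latter count was 239 without LB embryo AP and 269 without AQ. The median log2 fold change of all genes was -0.301 for ICM against Sph EPI and -0.115 for ICM against LB EPI.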

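XPNPEP2 (ENSSSCG00000012651) was at least 11310-fold higher in ICM than in Sph EPI (adjusted p = 1.92e-06 from edgeR). GJA1 (ENSSSCG00000004241) was at least 3195-fold (adjusted p = 0.000117 from edgeR) and HAS2 (ENSSSCG00000005992) at least 2946-fold higher in Sph EPI (adjusted p = 0.000186 from edgeR). Against LB EPI, ETNPPL (ENSSSCG00000009144) was at least 8553-fold higher in ICM (adjusted p = 2.76e-06 from edgeR), while CLU (ENSSSCG00000009668) was at least 13112-fold (adjusted p = 8.43e-06 from edgeR) and SLC10A4 (ENSSSCG00000008823) at least 5800-fold higher in LB EPI (adjusted p = 0.000147 from edgeR). ITGA5 (ENSSSCG00000000293) was lower in M than in ICM by a log2 fold change of -10.25 (standard error 0.88, adjusted p = 1.28e-06 from edgeR), and EPHA2 (ENSSSCG00000003471) had 1 count in M and 4055 in ICM (adjusted p = 6.55e-06 from edgeR). All were called under every alternative.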

The transition from naive to primed pluripotent gene expression was further evidenced by the 3138 DEGs between ICM and Sph EPI (Fig. 5a, b, Source data file). GO enrichment and KEGG pathways analyses between these stages showed that PI3K-Akt, Jak-Stat and Interleukin-6-mediated signalling pathways were upregulated in ICM cells (Table 4, Fig. 5b, c).

**Fig. 5:**
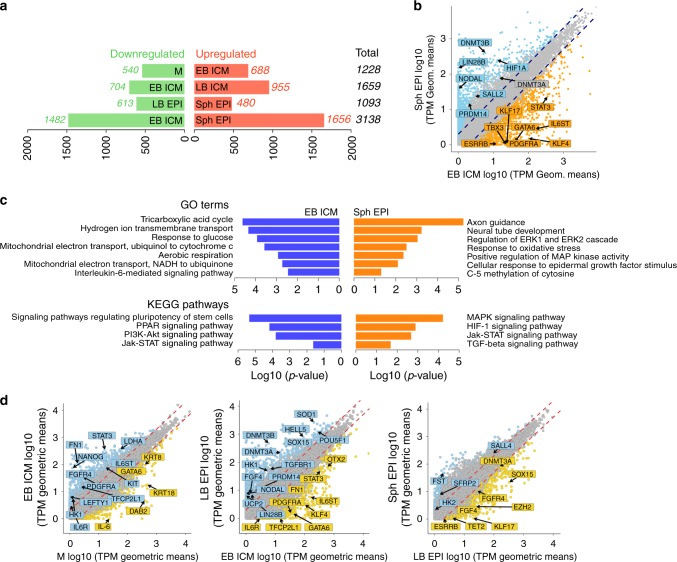
Gene expression changes during progession of pluripotency. **a** DEGs during the progression of pluripotency. Red and green bars indicate upregulated and downregulated genes, respectively, by pairwise comparisons as indicated. **b** Scatter-plot of the average gene expression levels between EB ICM vs. Sph EPI (>1 fold change flanking diagonal lines). Upregulated (orange) and downregulated (blue). Key genes are annotated. **c** Significant gene ontology terms and KEGG pathways in DEGs in the pairwise comparisons. **d** Scatter-plot comparisons of the averaged gene expression levels between M and EB ICM, EB ICM and LB EPI, and LB EPI and Sph EPI (>1 fold change, flanking diagonal lines; orange: upregulated, blue: downregulated; log_10_ (TPM geometric means))

**Table 4:** Gene ontology and KEGG pathways determined by pairwise comparisons of pluripotent cells of the pig embryo

Lineage	GO terms	KEGG pathways
M vs. EB ICM		
M	Positive regulation of JNK cascade (9.958e−03) Mitochondrial outer membrane permeabilization (1.83e−02) Positive regulation of Wnt signalling pathway, planar cell polarity pathway (1.19e−02) Notch signalling pathway (1.04e−02)	Tight junction (5.67e−11) Hippo signalling pathway (1.11e−06) Wnt signalling pathway (1.11e−05) Notch signalling pathway (2.79e−02) Jak-STAT signalling pathway (3.79e−02)
EB ICM	Endodermal cell differentiation (1.58e−03) Regulation of ERK1 and ERK2 cascade (1.01e−02) Interleukin-6-mediated signalling pathway (4.04e−03) Positive regulation of stem cell population maintenance (6.78e−03)	PI3K-Akt signalling pathway (1.51e−08) Signalling pathways regulating pluripotency of stem cells (3.07e−05) MAPK signalling pathway (3.62e−02)
EB ICM vs. LB EPI		
EB ICM	Positive regulation of interleukin-6 production (2.51e−03) Interleukin-6-mediated signalling pathway (3.16e−03) Hydrogen ion transmembrane transport (4.00e−03) Tricarboxylic acid cycle (8.77e−03) Mitochondrial electron transport, cytochrome *c* to oxygen (1.63e−02)	Signalling pathways regulating pluripotency of stem cells (4.45e−06) PPAR signalling pathway (6.62e−05) PI3K-Akt signalling pathway (1.54e−04) Jak-STAT signalling pathway (2.30e−02)
LB EPI	Regulation of ERK1 and ERK2 cascade (6.76e−04) Response to hypoxia (3.06e−03) Positive regulation of MAP kinase activity (5.37e−03) DNA methylation (1.32e−02) C-5 methylation of cytosine (1.94e−02) Transforming growth factor beta receptor signalling pathway (2.25e−02)	Gap junction (8.74e−04) AMPK signalling pathway (4.62e−03) Axon guidance (2.21e−02) TGF-beta signalling pathway (3.60e−02)
LB EPI vs. Sph EPI		
LB EPI	Regulation of DNA methylation (2.01e−03) Chromatin organisation (2.33e−03) Positive regulation of stem cell proliferation (4.54e−03) Histone H4 deacetylation (2.20e−02)	
Sph EPI	Axon development (2.36e−02) Response to hypoxia (6.50e−03) Negative regulation of apoptotic process (2.94e−03) Cellular response to oxidative stress (1.22e−02)	Focal adhesion (3.88e−04) ECM–receptor interaction (1.59e−02)

Significance values in brackets

*M* morula, *EB* early blastocyst, *LB* late blastocyst, *Sph* spherical embryo, *ICM* inner cell mass, *EPI* epiblast

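Between LB EPI and Sph EPI, with 4 embryos each, edgeR called 23 genes, 14 higher in LB and 9 higher in Sph EPI, and 1999 at an unadjusted p under 0.05. The count was 843 with DESeq2, 97 with limma on embryo means, 45 without TMM and 51 without a filter on low values. It was 15 within the first 4 pools and 7 within the last 4 pools. Without LB embryo AN it was 41, without LB embryo AP or AQ 11, and without Sph embryos C and D 14 and 12. SERPINB5 (ENSSSCG00000004894) was at least 2704-fold higher in LB EPI (adjusted p = 0.0144 from edgeR), a call lost without LB embryo AP (0.0585) or AQ (0.057). SYCP3 (ENSSSCG00000000863) was higher in LB EPI by a log2 fold change of 4.92 (standard error 0.75, adjusted p = 0.0369 from edgeR), a call lost without LB embryo AP or AQ or Sph embryo C or F (adjusted p 0.0662 to 0.12). BAG3 (ENSSSCG00000010686) differed by 4.91 (standard error 0.80, adjusted p = 0.0487 from edgeR) and was called under 7 of 19 alternatives (highest adjusted p 0.28 from edgeR). With 1 embryo left out, BAG3 kept its call in 2 of 8 comparisons, those without LB embryo AN and without Sph embryo C (adjusted p up to 0.116 in the others). In Sph EPI, TMEFF2 (ENSSSCG00000016064) was at least 739-fold higher (adjusted p = 0.0369 from edgeR) and MAP9 (ENSSSCG00000008852) at least 546-fold (adjusted p = 0.0449 from edgeR). Leaving out 1 embryo lost the call for TMEFF2 in 6 of 8 comparisons, all but LB embryos AN and AO (highest adjusted p 0.133), and for MAP9 in 7, all but LB embryo AN (highest adjusted p 0.12). CAV2 (ENSSSCG00000016635) had 1 count in LB EPI and 9174 in Sph EPI (adjusted p = 0.00278 from edgeR), and 17 of 19 alternatives called it. Within the separate sets of pools, SERPINB5, BAG3, TMEFF2 and MAP9 were not called in either.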

Interestingly, no significant changes in signalling pathways affecting pluripotency were observed between early (LB) and late (Sph) EPI, indicating that the primed EPI stably maintains its properties over ~6 days (Table 4, Fig. 5d).

### Novel surface specific markers in pig pluripotent cells

We sought to identify novel pluripotency markers in the pig, by comparing our scRNA-Seq dataset with the cell surface protein atlas^30^. Surface markers described in human naive and primed pluripotent cells^31^, such as CD130 (IL6ST) and CD24, were not lineage-specific in the pig embryo (Fig. 6a). Instead, we found CD247 primarily marking the ICM and LB EPI, while CD90 (THY1) was detected in LB and Sph EPI (Fig. 6a). 

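IL6ST exceeded TPM 1 in 44 of 47 morula cells, or 93.6%, in all 24 ICM cells and in 16 of 28 TE cells, or 57.1%. In LB embryos the share was 52.0% of EPI and 88.9% of HYPO cells, and in Sph embryos 35.4% of EPI and 33.3% of HYPO cells. Every group thus held cells with IL6ST. CD24 was not analysed here.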

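CD247 (ENSSSCG00000006309) exceeded TPM 1 in 9 of 24 ICM cells, or 37.5%, and 9 of 25 LB EPI cells, or 36.0%. The share was 58.3% in Sph EPI (28 of 48 cells), 58.3% in Sph HYPO (7 of 12, all 7 from embryo F) and 19.1% in M (9 of 47). In TE it was 0 of 28 cells, which allows up to 10.7%, and in LB HYPO 2 of 36. The mean log2(CPM + 1) was 1.48 ± 1.64 (SD, n = 8) in M, 2.80 ± 2.29 (SD, n = 7) in ICM, 2.31 ± 1.50 (SD, n = 4) in LB EPI and 4.28 ± 1.23 (SD, n = 4) in Sph EPI. The mean TPM over cells was highest in ICM, at 37.4, against 28.3 in Sph EPI, 20.1 in Sph HYPO and 18.6 in LB EPI. CD247 was not called between M and ICM and EPI, with a log2 fold change of -0.68 (standard error 1.16, adjusted p = 0.808 from edgeR), whose sign reversed within the first 4 pools (0.87). THY1 was not analysed here.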

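Of the surface markers CD200, CD79B and CD83, all 3 were called as higher in LB and Sph EPI than in M and ICM. CD79B (ENSSSCG00000017283) had no count in M and ICM, 147 counts in LB EPI and 3127 in Sph EPI (adjusted p = 0.000331 from edgeR). CD83 (ENSSSCG00000021576) had none in M and ICM, 528 in LB EPI and 734 in Sph EPI (adjusted p = 0.00143 from edgeR), and both were called under all 34 alternatives. CD200 (ENSSSCG00000027820) had 541 counts in M, none in ICM, 509 in LB EPI and 3077 in Sph EPI (adjusted p = 0.024 from edgeR, range over the alternatives 1.67e-07 to 1.0). Without LB EPI embryo AP the call was lost (adjusted p = 1 from edgeR). CD200 was also not called within the first 4 pools. Cells above TPM 1 for CD79B were 39 of 48 in Sph EPI, or 81.2%, and 2 of 25 in LB EPI. For CD200 the shares were 56.2% of Sph EPI and 8.0% of LB EPI cells, with 3 of 47 in M, and for CD83 27.1% and 24.0%. CD79B was also above TPM 1 in 2 of 36 LB HYPO and 2 of 12 Sph HYPO cells, and CD200 and CD83 each in 1 of 12 Sph HYPO cells.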

Notably, CD200, CD79B and CD83 were specifically expressed in late epiblast cells and could constitute primed pluripotency cell surface markers in the pig. 

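CD200R1 (ENSSSCG00000011925) exceeded TPM 1 in 11 of 47 morula cells, or 23.4%, in 12 of 24 ICM cells, or 50.0%, and in 1 of 48 Sph EPI cells. It had 2539 counts in M, 3416 in ICM and none in LB EPI, and was called as higher in M and ICM than in EPI (adjusted p = 0.00604 from edgeR), under all 34 alternatives. CD244 (ENSSSCG00000006374) exceeded TPM 1 in 12 of 24 ICM cells (95% interval 29.1 to 70.9) and in no cell of the other 6 groups, which allows up to 6.38% in M and 6.25% in Sph EPI. In embryo sums it had 4699 counts in ICM and none in M, LB EPI and Sph EPI. The comparison of M with ICM called CD244 (adjusted p = 0.0342 from edgeR), as did 11 of 24 alternatives. This call was lost without ICM embryo AA, AC or AG and without any morula but V (adjusted p 0.0506 to 0.0647), and over all alternatives the adjusted p ranged from 1.41e-20 to 0.304. Comparisons of ICM with TE, LB EPI and Sph EPI did not pass the threshold (adjusted p = 0.0633, 0.114 and 0.066 from edgeR). Over their alternatives the adjusted p ranged from 2.92e-17 to 0.397, 5.71e-15 to 0.455 and 2.25e-16 to 0.408, and DESeq2 called CD244 in each.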

Candidates for new naive markers were CD200R1, expressed only in M and ICM cells, and CD244, expressed exclusively in ICM. We confirmed the expression of CD244 by IF, which unexpectedly showed nuclear localisation within a subpopulation of SOX2+ cells in the ICM of EB. A small number of cells also showed SOX17 co-expression, suggesting that cells segregating towards hypoblast gradually lose CD244 protein. By the MB stage, CD244 was almost undetectable, consistent with scRNA-seq data showing downregulation of this marker in late blastocysts (Fig. 6b).

**Fig. 6:**
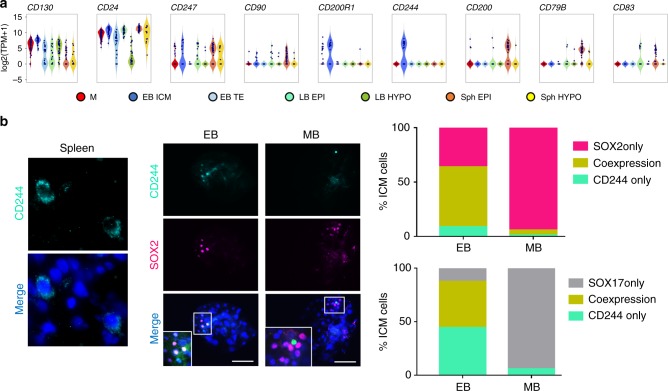
Surface markers of pig pluripotent cells. **a** Expression of surface markers in pluripotent lineages. **b** IF analysis of CD244 in spleen macrophages (positive control) and in early-(EB, *n* = 12) and mid-blastocysts (MB, *n* = 5) (scale bar: 10 µm in spleen; 100 µm in embryos). Bar charts showing the proportion of cells within the ICM expressing CD244 only, SOX2 only, and SOX17 only or co-expressing these markers. M: morula, EB: early blastocyst, LB: late blastocyst, Sph: spherical embryo, EPI: epiblast, HYPO: hypoblast, ICM: inner cell mass, TE: trophectoderm

### Distinct metabolic and epigenetic landscapes of pluripotency

A shift towards glycolytic metabolism and reduced mitochondrial activity is associated with the development from naive to primed pluripotency in mouse and human PSC^32,33^; this metabolic switch has also been described in the mouse epiblast^33^. DEG and GO term analysis between ICM and Sph EPI cells suggested a metabolic switch during this period in the pig embryo (Table 4). 

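STAT3 (ENSSSCG00000017403) was higher in M and ICM than in EPI by a log2 fold change of 1.17 (standard error 0.48, adjusted p = 0.0854 from edgeR), which did not pass the threshold. It was called without LB EPI embryo AO (adjusted p = 0.0209 from edgeR) and within the first 4 pools, in a range of 0.0209 to 0.51 over 34 alternatives. ESRRB lay above TPM 1 in 39 of 47 morula cells, or 83.0%, and 21 of 24 ICM cells, or 87.5%. In EPI it did so in 8 of 25 LB cells, or 32.0%, and 1 of 48 Sph cells. In TE the share was 85.7%, 24 of 28 cells.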

Notably, *ESRRB* and *STAT3*, which stimulate oxidative phosphorylation (OXPHOS) during maintenance of naive pluripotency^34^, were upregulated in M and ICM, but were later downregulated in LB and Sph EPI. Enzymes involved in the tricarboxylic acid (TCA) cycle and OXPHOS, such as *IDH1*, *ACO2* and *UQCRC2* followed the same trend, as well as *EGLN1*, which prevents HIF-1α stabilisation and is downregulated in primed pluripotent cells^35^ (Fig. 7a; Supplementary Figure 3). 

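IDH1, UQCRC2 and EGLN1 were higher in M and ICM than in EPI, and 1 of them was called. IDH1 (ENSSSCG00000023264) had a log2 fold change of 1.20 (standard error 0.25, adjusted p = 0.0013 from edgeR), under all 34 alternatives. Its mean log2(CPM + 1) was 10.19 ± 0.37 (SD, n = 8) in M, 10.75 ± 0.34 (SD, n = 7) in ICM, 8.75 ± 1.29 (SD, n = 4) in LB EPI and 9.44 ± 0.73 (SD, n = 4) in Sph EPI. UQCRC2 (ENSSSCG00000007845) had 0.59 (standard error 0.25, adjusted p = 0.0907 from edgeR) and was called without morula V (adjusted p = 0.00933 from edgeR), without TMM and with limma, in a range of 0.00933 to 0.314. EGLN1 (ENSSSCG00000010172) differed by 0.64 (standard error 0.51, adjusted p = 0.449 from edgeR).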

*LIN28A* and *LIN28B* maintain low mitochondrial function in primed pluripotent cells^32,36^, and *MYC* binds to the *LIN28B* locus and potentiates glycolysis^37^. These genes were upregulated in pig EPI. 

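LIN28A (ENSSSCG00000003557) was not called between M and ICM and EPI, with a log2 fold change of -0.83 (standard error 0.87, adjusted p = 0.596 from edgeR), and none of 34 alternatives called it. Its mean log2(CPM + 1) was 3.57 ± 0.94 (SD, n = 8) in M, 1.99 ± 1.66 (SD, n = 7) in ICM, 3.01 ± 2.03 (SD, n = 4) in LB EPI and 4.38 ± 0.43 (SD, n = 4) in Sph EPI. MYC (ENSSSCG00000005965) was higher in EPI by -4.46 for M and ICM against EPI (standard error 0.88, adjusted p = 0.00082 from edgeR), and was called under all 34. LIN28B was not analysed here.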

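The genes HIF1A, HK1, GBE1 and PYGL were compared between M and ICM and EPI. HIF1A (ENSSSCG00000005096) was higher in EPI, with a log2 fold change of -2.90 (standard error 0.72, adjusted p = 0.00586 from edgeR). Its mean log2(CPM + 1) was 4.48 ± 1.45 (SD, n = 8) in M, 5.18 ± 3.61 (SD, n = 7) in ICM, 7.98 ± 1.28 (SD, n = 4) in LB EPI and 9.29 ± 0.27 (SD, n = 4) in Sph EPI. HK1 (ENSSSCG00000010253) had -3.95 (standard error 0.86, adjusted p = 0.00197 from edgeR), and both were called under all 34 alternatives. GBE1 (ENSSSCG00000012000) had -1.14 (standard error 0.88, adjusted p = 0.421 from edgeR). PYGL (ENSSSCG00000005024) had 0.09 (standard error 0.90, adjusted p = 1 from edgeR), and its sign reversed under 9 alternatives, among them DESeq2 (-0.01) and leaving out ICM embryo AC (-0.55). The other 5 embryos whose omission reversed it were LB EPI AO (-0.02) and AQ (-0.09), morulae X (-0.06) and Y (-0.20) and Sph EPI D (-0.02). PGM1 was not analysed here.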

A similar expression pattern was noted for *HIF-1α*, a hypoxia-inducible factor upregulated during the transition from naive to primed state^33^, concomitantly with the upregulation of downstream enzymes *HK1*, *GBE1*, *PGM1* and *PYGL*, required to convert glucose to glycogen. Finally, the glycolytic enzymes *LDHA*^33,38^ and metabolite transporter *UCP2*, which limit pyruvate oxidation and facilitate glycolysis, were also upregulated in EPI cells (Fig. 7a; Supplementary Figure 3). 

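Both genes were called as higher in EPI. UCP2 (ENSSSCG00000014833) had 1 count in M, 278 in ICM, 1713 in LB EPI and 6931 in Sph EPI, and was called for M and ICM against EPI (adjusted p = 6.54e-05 from edgeR), under all 34 alternatives. LDHA (ENSSSCG00000013366) had -1.67 (standard error 0.59, adjusted p = 0.0422 from edgeR), and 25 of 34 alternatives called it. Its call was lost without ICM embryo AC or AF, LB EPI embryo AO or AP, morula ER or W, or Sph EPI embryo C (adjusted p 0.0552 to 0.176). The mean log2(CPM + 1) of LDHA was 6.45 ± 2.78 (SD, n = 8) in M, 8.61 ± 1.11 (SD, n = 7) in ICM, 9.33 ± 0.80 (SD, n = 4) in LB EPI and 9.74 in Sph EPI (8.92 to 11.73, n = 4). From the differences between ICM and Sph EPI, the paper proposes a metabolic switch toward glycolysis during this period.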

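Of 15 cytochrome c oxidase genes listed, 10 could be tested in embryo sums, and all 10 had a lower level in EPI than in M and ICM, with a median log2 fold change of 0.75. Adjusted over all genes, edgeR called 3, COX4I1 with 1.03 (standard error 0.15, adjusted p = 1.53e-05), COX17 with 0.84 (standard error 0.24, adjusted p = 0.0147) and COX5A with 0.66 (standard error 0.19, adjusted p = 0.0152). Adjusted over the list alone, it called 6, adding COX8A, COX15 and COX16, which is not independent evidence, since the study read the list on these cells. Differences were smallest for COX5B, with 0.01, and COX7A2, with 0.08. The median change of all genes in this comparison was in the other direction. DESeq2 and limma each called 6, and without TMM 5 were called. The count was 1 within the first 4 pools and 4 within the last 4 pools. It was 1 without Sph EPI embryo D or F, and 5 without morula V. The number lower in EPI was 8 to 10 over the alternatives.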

We also detected a reduction in expression of electron transfer complex IV (cytochrome *c* oxidase) genes (11/20 genes) during the maturation of the epiblast (Fig. 7b), suggesting a reduction in mitochondrial metabolism^33^.

**Fig. 7:**
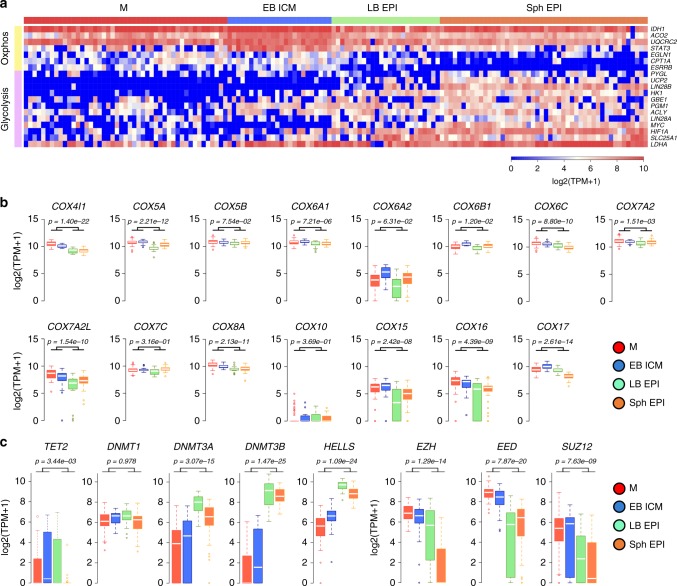
Metabolic and epigenetic changes during progression of pluripotency. **a** Heat map of selected genes involved in OXPHOS and anaerobic glycolysis in pluripotent lineages. **b** Box plot showing expression of electron transport complex genes and **c** genes involved in epigenetic modifications. Boxes show 25–75 percentile values and white line shows median gene expression (*p* < 0.05 by two-sided Wilcoxon test). M: morula (*n* = 47 cells), EB: early blastocyst (*n* = 24 cells), LB: late blastocyst (*n* = 25 cells), Sph: spherical embryo (*n* = 48 cells), EPI: epiblast, ICM: inner cell mass

We observed downregulation of the fatty acid transporter to the mitochondria *CPT1A* and a concomitant increase of critical fatty acid synthesis genes *SLC25A1* and *ACLY* in EPI cells compared to ICM; this is in agreement with previous reports indicating accumulation of long-carbon-chain lipids during the conversion from naive to primed pluripotency in mouse and human^35^ (Fig. 7a).

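CPT1A (ENSSSCG00000012880) was higher in M and ICM by a log2 fold change of 2.14 (standard error 0.75, adjusted p = 0.0416 from edgeR). This call was lost in 16 of 23 comparisons with 1 embryo left out (adjusted p 0.0508 to 0.0886), and 15 of all 34 alternatives kept it. The embryos whose omission kept it were ICM embryos AA and AI, LB EPI embryo AQ, morulae W and X, and Sph EPI embryos C and F. Its mean log2(CPM + 1) was 6.54 ± 0.99 (SD, n = 8) in M, 6.73 ± 0.66 (SD, n = 7) in ICM, 5.66 ± 1.32 (SD, n = 4) in LB EPI and 2.09 ± 2.41 (SD, n = 4) in Sph EPI. SLC25A1 (ENSSSCG00000010116) was higher in EPI, with -2.75 (standard error 0.51, adjusted p = 0.000431 from edgeR), and lost its call within the last 4 pools. ACLY (ENSSSCG00000017421) had -0.78 (standard error 0.54, adjusted p = 0.353 from edgeR) and was called under none of 34 alternatives.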

Epigenetic modifications are highly responsive to metabolites derived from pathways such as the TCA cycle or glycolysis, in particular, DNA methyltransferases (DNMT), histone acetyltransferases and histone methyltransferases^39^. GO terms related to de novo DNA methylation were upregulated in EPI cells (Fig. 5c, Table 4). Accordingly, the expression of *DNMT3A*, *DNMT3B* and *HELLS*, required for de novo DNA methylation^40^, significantly increased in LB and Sph EPI. 

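HELLS (ENSSSCG00000010486) was higher in EPI than in M and ICM, with a log2 fold change of -2.97 (standard error 0.18, adjusted p = 1.75e-11 from edgeR), under all 34 alternatives. DNMT3A (ENSSSCG00000029413) had -2.36 (standard error 0.53, adjusted p = 0.00262 from edgeR), and 33 of 34 alternatives called it, all but the first 4 pools. The authors added an entry of their own for this gene, which was called with the same log2 fold change, and reads could have been divided between the 2 entries. Its mean log2(CPM + 1) was 4.80 ± 1.74 (SD, n = 8) in M, 5.50 ± 1.85 (SD, n = 7) in ICM, 8.29 ± 0.83 (SD, n = 4) in LB EPI and 7.73 ± 0.62 (SD, n = 4) in Sph EPI.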

Concomitantly, *TET2* was downregulated in the late EPI (Fig. 7c).

The core components of PRC2 complex *EZH2*, *EED* and *SUZ12* repress developmental regulators through establishing trimethylation of lysine 27 in histone 3 (H3K27me3) modification^36^, preventing differentiation of PSCs^41^. These genes were expressed at all stages harbouring pluripotent cells in the pig embryo, while expression of *EZH2* and *EED* was downregulated in primed pluripotent stages (Fig. 7c), similar to previous observations in pig epiblasts^42^ and human PSCs^35^. Hence, two populations of pluripotent cells with distinct metabolic and epigenetic profiles exist in the early pig embryo.

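EZH2 (ENSSSCG00000028840) was higher in M and ICM than in EPI by a log2 fold change of 2.34 (standard error 0.43, adjusted p = 0.000385 from edgeR), and EED (ENSSSCG00000014915) by 1.99 (standard error 0.36, adjusted p = 0.000341 from edgeR). Both were called under all 34 alternatives. The mean log2(CPM + 1) of EZH2 was 7.80 ± 0.32 (SD, n = 8) in M, 7.29 ± 0.45 (SD, n = 7) in ICM, 5.63 ± 2.18 (SD, n = 4) in LB EPI and 3.92 ± 1.04 (SD, n = 4) in Sph EPI. SUZ12 (ENSSSCG00000017744) was higher in M and ICM as well, with 1.74 (standard error 0.56, adjusted p = 0.0282 from edgeR). That call was lost without LB EPI embryo AQ, without morula S and without each of the 4 Sph EPI embryos (adjusted p 0.0509 to 0.0776), within the first 4 pools, and with all 7 lineages fitted together.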

### Dosage compensation of X-chromosome in pig embryos

To establish the gender of each cell/embryo, the cumulative level of Y chromosome gene expression was established (Supplementary Figure 4a-c). The female-to-male ratio of X-chromosome (XC) gene expression was higher in females from morula to LB in all embryonic lineages, suggesting lack of dosage compensation. However, in Sph EPI, XC gene expression was comparable to that of autosomes in all embryos, indicating the occurrence of dosage compensation (Fig. 8a). Analysis of XC gene expression relative to autosomes at the single-cell level showed uniformity between male and female cells and confirmed dosage compensation in Sph EPI (Fig. 8b). A chromosome-wide analysis of female-to-male ratio showed a progressive reduction in gene expression along the whole chromosome with some areas maintaining high ratios of expression at the spherical stage (Fig. 8c). 

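The sex of an embryo was taken from the cells per sex in Table 3 and the cells per embryo, where these leave a single solution. XIST, an entry the authors added to the annotation, exceeded TPM 1 in 9 of 11 cells of the female Sph EPI embryo D, or 81.8% (95% interval 48.2 to 97.7). In the 37 male Sph EPI cells it did so in 4, or 10.8% (95% interval 3.03 to 25.4), and all 4 came from embryo F, where the share was 21.1% of 19 cells. In LB EPI the share was 53.8% of 13 female cells (95% interval 25.1 to 80.8), with 40.0% in embryo AO and 62.5% in embryo AP, and 0 of 12 male cells. In LB HYPO it was 68.8% of 32 female cells (95% interval 50.0 to 83.9), with 85.7%, 56.2% and 50.0% in embryos AM, AO and AP, and 0 of 4 male cells. Among TE cells it was 29.4% of 17 female cells (95% interval 10.3 to 56.0) and 0 of 5 male cells. By embryo, the TE share was 33.3% in AB, 66.7% in AH and 0 in AD and E6-ER. ICM cells of known sex, 1 female and 13 male, and the 12 male Sph HYPO cells had none. Only 1 female embryo gave Sph EPI cells, so the spread between female embryos is not known there, and no test was made. A threshold of TPM 10 gave 23.5% for female TE, 46.2% for female LB EPI and 65.6% for female LB HYPO cells.

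**Figure D2:**
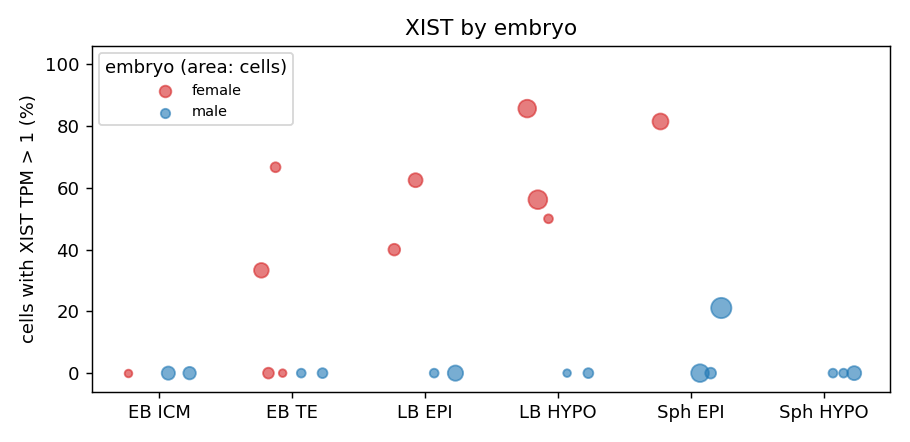
Share of cells with XIST above TPM 1 in each embryo, by lineage and sex of the embryo, with the area of a point in proportion to its number of cells. The female Sph EPI embryo lies at 81.8% and male embryo F at 21.1%.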

In agreement with the dynamics of dosage compensation, *XIST* expression was detected in most (81.8%) female cells in the EPI of Sph embryos, with only sporadic expression of *XIST* in some male cells (Fig. 8d).

**Fig. 8:**
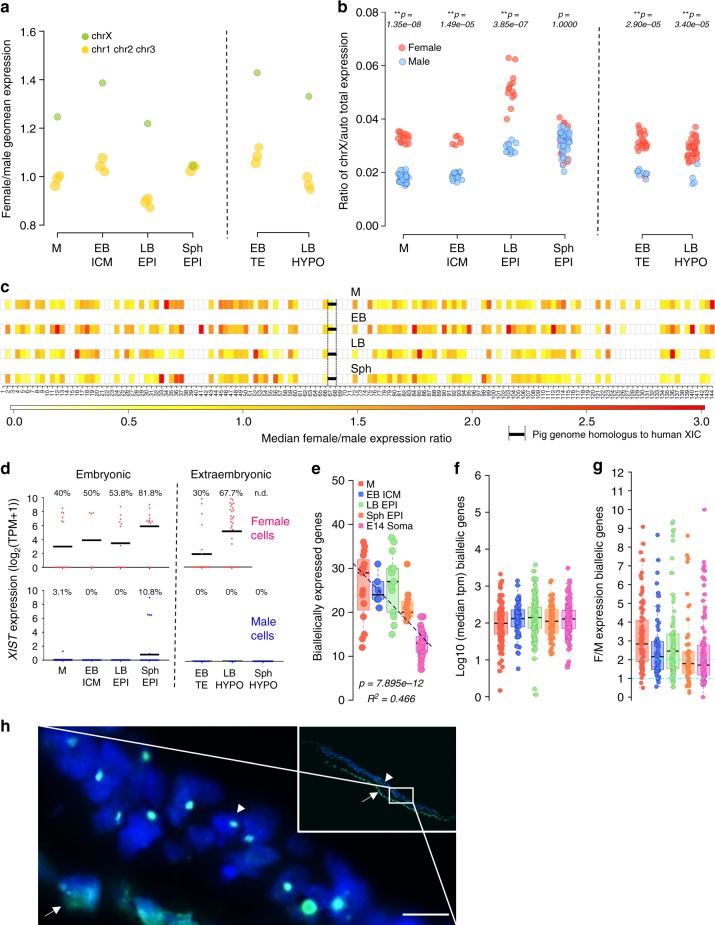
Dosage compensation for the female X-chromosome. **a** Ratio of gene expression between female and male embryos for the X-chromosome vs. autosomes 1, 2 and 3. **b** Proportion of total expression levels of the X-chromosome relative to autosomes at the single-cell level. **p ≤ 0.01, two-sided Wilcoxon test. **c** Female-to-male expression average along the X-chromosome. XIC: X-inactivation centre. **d** *XIST* expression level in male and female cells (black line indicates mean expression). Percentage of cells with TPM > 1 is shown. **e** Number of biallelically expressed genes in each cell at different stages of development. Linear regression used to determine trend line. **f** Median expression of bi-allelic genes. **g** Female-to-male ratio of expression of genes biallelically expressed in females. Boxes show 25–75 percentile data points and black line shows median values (**e**–**g**). Light blue lines (**g**) depict values 1 and 2 across the dataset. **h** IF staining of H3K27me3  (green) merged with DAPI (blue)  in sectioned spherical female embryo. Arrow indicates hypoblast and arrowhead marks the epiblast. Inset shows a low magnification image of the embryonic disc. Scale bar: 10 µm. M: morula, EB: early blastocyst, LB: late blastocyst, Sph: spherical embryo, EPI: epiblast, ICM: inner cell mass, HYPO: hypoblast

To investigate the mechanism of dosage compensation, we analysed XC expression at an allelic resolution, quantifying the expression of single nucleotide variants (SNV) within each cell for a reference or an alternative allele. As expected, SNVs were not found in male cells, consistent with the presence of a single XC (Supplementary Figure 4d). Notably, there was a sharp decline in the number of biallelically expressed genes in spherical EPI. The lowest level was detected in female mesoderm cells from E14 embryos, where we detected an inactive XC (Fig. 8e; Supplementary Figure 4d), which served as a somatic cell control. This result indicates that dosage compensation at the spherical stage is attained by inactivation of one XC. To gain a better understanding of the X-inactivation process, we analysed the median expression of biallelically expressed genes. No median reduction in bi-allelic gene expression was detected en route to dosage compensation (Sph EPI) (Fig. 8f). The female/male ratio of biallelically expressed genes was close to 2 in the stages showing dosage compensation (Fig. 8g). This result suggests that “dampening” of X-linked gene expression does not precede dosage compensation. To confirm the inactivation of one X-chromosome in the epiblast of female spherical embryos, we analysed Histone H3 lysine 27 trimethylation (H3K27me3), which accumulates in the inactive X^43^. A clear single focal enrichment of H3K27me3 was detected in the nuclei of epiblast cells in female spherical embryos (Fig. 8h), similar to what is observed in mesodermal cells (Supplementary Figure 4d). In contrast, no H3K27me3 foci were found in female LB cells, consistent with the lack of XCI (Supplementary Figure 4d).

## Discussion

We revealed the molecular features of early lineage segregation, pluripotency and X-inactivation during development of early pig embryos. Our study provides the basis for comparisons with human and mouse development, and for insights in conservation and divergence of early mammalian development.

Segregation of the first three lineages occurs progressively during pre-implantation development, starting with the TE and the ICM in early blastocysts. High levels of *GATA2* and *GATA3* expression detected in early pig TE cells conform to the observations in early human and *Cynomolgus* monkey TE^2,17^. By contrast, *Cdx2* expression is among the earliest markers in the mouse TE^44,45^. ICM cells of early pig blastocysts co-express EPI (*NANOG, SOX2*) and HYPO (*GATA6, PDGFRα, SOX17*) markers, but during the mid-/late blastocyst stage EPI and HYPO lineages become definitively segregated, indicating that ICM cells are bi-potent, able to give rise to mature EPI and HYPO, as shown in mouse^46^, human^23^ and monkey^2^.

Pathway analysis revealed Jak-Stat signalling enrichment in TE and ICM of early embryos. The Jak-Stat pathway is an effector of multiple ligand/receptor interactions including members of the IL6 family, such as LIF, GCSF and IL6. A previous study showed that Jak-Stat signalling is essential for TE development in the pig^25^. Although there is expression of *LIFR* in some ICM and TE of early blastocysts, there is no expression of *LIF*; either in any of the cells of the blastocyst, or in the maternal endometrial cells at this stage^47^, suggesting that LIF signalling does not have a significant role in early pig embryos. Instead, expression of *IL6* in morulae and TE cells of EB, and *IL6R* and the co-receptor *IL6ST* (also known as GP130) in ICM and TE cells, suggests that IL6 likely activates the Jak-Stat pathway by binding to its cognate receptor. IL-6 supplementation had a modest effect in promoting TE proliferation, and did not affect ICM development, in contrast to a previous report on parthenogenetic pig embryos^48^. However, *IL6*^−/−^ gene-edited embryos had a reduced number of TE cells, but unaffected ICM. Given that blocking Jak-Stat signalling results in a reduction in TE cells, these experiments show that Jak-Stat signalling via IL6 has a critical role during pig TE specification. Since Jak-Stat signalling can be stimulated by other pathways^49^, such as PI3K-AKT and MAPK, which we showed can affect the number of ICM cells when blocked, the effects of Jak inhibition on the ICM may be indirect and not specific to IL6 signalling.

Signalling via MEK is important for hypoblast formation in mouse^26^ and rabbit^27^; though this does not seem to be the case in human^23^, marmoset^13^, pig^25^ and cattle^24^. Only when using high concentrations of MEK inhibition we detected a drastic decrease in SOX17 expression, as reported in cattle^28^, suggesting that alternative pathways may be supporting HYPO segregation in large mammals.

Our study reveals that TGFβ signalling is critical during the expansion of the epiblast between MB-LB transition, but not in EPI/HYPO segregation, consistent with previous reports^24,25^. TGFβ signalling is needed for hESC self-renewal^50^, and inhibition of this pathway affects NANOG expression in human and marmoset blastocysts^11,13^. Similarly, NANOG expression in pig embryos is also affected by inhibition with SB431542. Furthermore, we show high expression of TGFβ components in EPI cells compared to ICM, suggesting that this pathway becomes active in advanced embryos, pointing to a critical role of TGFβ during the epiblast expansion.

Analysis of embryonic cells revealed an expression profile with genes characteristic of naive pluripotency in morula and ICM cells (made of ~10–15 cells) of EB (E~5–6), and of primed pluripotency in the EPI of LB (~E7/8) and Sph (~E10/11) embryos, which coincides with an expansion of the epiblast from ~25 cells in LB to more than ~180 in Sph. Given that cells with naive pluripotent gene expression are only transiently present (~1 day) and instead cells with primed pluripotent expression grow for a protracted period (~3–4 days), the latter could be captured as self-renewing cells in vitro. Indeed, pig pluripotent cell lines with primed characteristics have been reported^21,51–53^, but not of those with characteristics of naive pluripotency; the latter may require different culture conditions capable of stimulating their proliferation. Differences in naive pluripotency properties between mouse and other mammals may underlie the difficulties in establishing equivalent cells from the latter in vitro. Pig naive pluripotency markers include *KLF4/5/17*, *TBX3* and *TCFPL21*, and are consistent with those reported in human^11^ and monkeys^2,13^, which differ from mouse naive pluripotency, which is characterised by the expression of *Klf2*, *Prdm14* and *Bmp4*. These genes participate in regulating gene expression, epigenetic reprogramming, and cellular signalling, respectively, which highlight potential functional differences in naiveté between mice and larger mammals.

The transition from naive to primed pluripotent gene expression in the pig embryo is accompanied by a change in expression of genes indicative of a metabolic shift from OXPHOS towards glycolysis. This is supported by an increase in l-lactate production in late pig blastocysts compared to morulae^54^. The metabolic switch likely provides critical metabolites to promote epiblast expansion, as well as epigenetic remodelling through epigenetic modifications of DNA and histones, a crucial step in preparation for the next major developmental event that is the onset of gastrulation.

Diverse mechanisms exist in mammals for dosage compensation with respect to the XC in females^55^. In mice, imprinted XCI results in inactivation of the paternal XC in early cleaving embryos, followed by reactivation in the ICM of blastocyst (excluding the extraembryonic tissues), and then random XCI in the epiblast^56^. In contrast, there is no imprinted XCI in human and rabbit embryos. Indeed, the expression of *XIST* from both X chromosomes in blastocysts suggests alternative mechanisms of dosage compensation^56^. The “dampening” of X-linked genes from both parental chromosomes as a possible mechanism^12^ warrants further studies^57^. Another report indicated incomplete dosage compensation of a subset of X-linked genes in pig blastocysts^15,58^. Notably, our observations however show XCI in the mature EPI, as demonstrated by the reduction in the number of biallelically expressed X-linked genes, coupled with the appearance of the H3K27me3 mark on the inactive XC.

Our study at the resolution of single cells allows comparisons between species to identify developmental equivalence. Comparison of mouse and pig pluripotent matched stages showed broad developmental alignment, although the developmental time in mice is three times shorter compared to pigs (2 days vs. 6 days). Yet the overall principles of the emergence and establishment of pluripotency are conserved between these species (Fig. 9a). Developmental progression showed broad equivalence between morula to epiblast transitions in humans and pigs. Importantly, human embryonic stem cells (hESC) with naive and primed characteristics grouped closely to human late ICM and EPI cells, respectively, and these also aligned with pig EPI cells (Fig. 9b). Our observations may be relevant for understanding events during early human development, as well as for attempts to study specification of hESCs in chimeras with pig embryos as hosts, following their introduction into blastocysts. Hitherto, the reported efficiency of these experiments is very low^59^, perhaps because the hESCs were not in-sync with the host pig blastocyts. Developmental synchrony between donor and host is important for efficient chimerism^60^. We propose that the introduction of primed state hESCs into late pig blastocysts may be a more favourable environment for homing of hESC, and their subsequent development in chimeras.

**Fig. 9:**
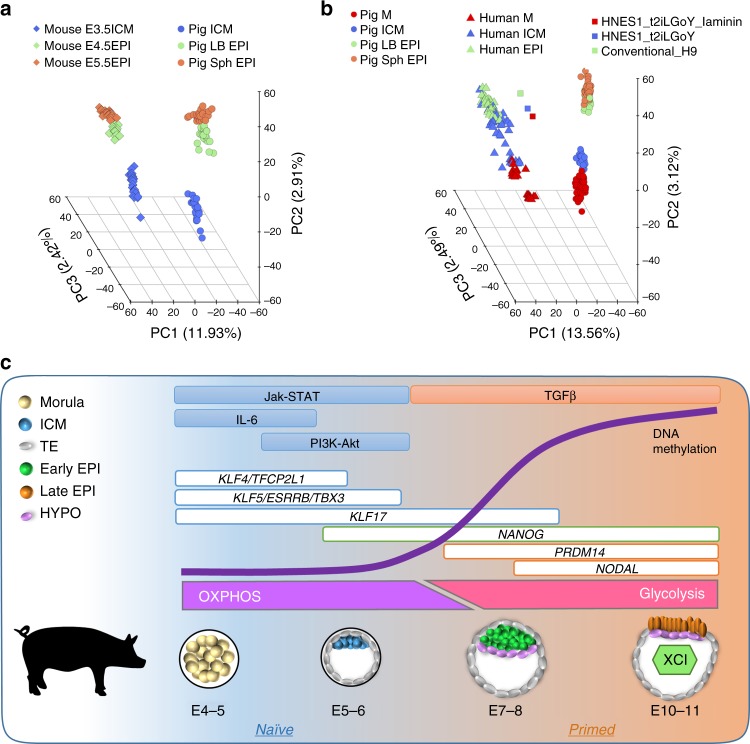
Comparison of pig, mouse and human matched pluripotent states. **a** PCA of pig and mouse orthologous genes expressed in pluripotent cells. **b** PCA of pig and human orthologous genes expressed in embryonic cells and hESCs. **c** Summary of key events in the pluripotent compartment of the pig embryo. E: embryonic day, M: morula, EB: early blastocyst, LB: late blastocyst, Sph: spherical embryo, EPI: epiblast, HYPO: hypoblast, ICM: inner cell mass, TE: trophectoderm

In conclusion, this comprehensive analysis depicts molecular landmarks of pig embryogenesis that provides new insights into embryos with protracted epiblast development (Fig. 9c). Furthermore, the shared features of lineage segregation and pluripotency between humans and pigs revealed here will help accelerate research into novel approaches in regenerative medicine, such as the development of interspecies chimeras.

## Methods

### Porcine embryo collection

All of the procedures involving animals have been approved by the School of Biosciences Ethics Review Committee, The University of Nottingham. Embryos at each stage were retrieved from multiple crossbred Large White and Landrace sows (2–3 years old) between days 4 and 11 after artificial insemination. Embryos were flushed from the uterine horns with 30–40 ml warm PBS (supplemented with 1% FCS), washed and transported to the laboratory in N2B27 supplemented with 25 mM HEPES in a portable incubator at 38.5 °C.

### Oocyte collection and IVM

Oocytes were aspirated from antral follicles (3–6 mm diameter) of ovaries from pre-pubertal gilt ovaries collected at a local slaughterhouse. Cumulus-oocyte complexes (COCs) with several layers of unexpanded cumulus cells and evenly dark cytoplasm were selected for maturation. COCs were washed in TCM-199 containing 2 mg ml^−1^ BSA, and placed in individual wells containing 500 μl of maturation medium composed of TCM-199 containing 3.05 mM glucose, 0.91 mM sodium pyruvate, 0.57 mM cysteine, 0.1% w/v polyvinyl alcohol, 10 ng ml^−1^ EGF, 20 ng ml^−1^ LIF, 40 ng ml^−1^ FGF2, 10 ng ml^−1^ FSH and 0.5 µg ml^−1^ LH for 42–44 h at 38.5 °C in 5% CO_2_ air^61^.

At the end of the maturation period, the cumulus cells adhering to the oocyte were removed by pipetting for 2 min in 1 mg ml^−1^ hyaluronidase. Matured oocytes were identified by the presence of a polar body.

### sgRNA design and in vitro transcription

The online software MIT CRISPR Design Tool (http://crispr.mit.edu) was used to design sgRNAs targeting *IL6* gene. The CRISPR/Cas9 target sequences (20 bp target and 3 bp PAM sequence (underlined)) used in this study are shown as follow: gRNA1: ATCTTCTTCCAGGCGTCCCGGGG; gRNA2: TCATTGCAGAGATTTTGCCGAGG. The sgRNAs were produced using Geneart Precision gRNA Synthesis Kit (Thermo Fisher Scientific) and specific primers (Supplementary Information). sgRNAs were tested individually and in combination in parthenogenetic embryos.

### Microinjection of sgRNAs and Cas9 protein

Matured oocytes were washed with TCM-199 containing 25 mM Hepes (Gibco), transferred into a 30 μl drop of TCM-199-Hepes medium and placed on an inverted microscope fitted with micromanipulators to microinject Cas9 ribonucleoprotein complex mixture. Briefly, 3 μl of 250 ng μl^−1^ Cas9 protein (ToolGen Inc, South Korea) was mixed with 3 μl of 250 ng μl^−1^ sgRNA mixture (gRNA1 and gRNA2) and incubated for 10 min at 37 °C. The resulting Cas9 ribonucleoprotein complex mixture was diluted to a final concentration of 25 ng μl^−1^ for microinjection. Cas9 ribonucleoprotein complex was loaded to a spike-end micropipette of 5–7 μm internal diameter (ID) connected to a manual hydraulic air microinjector. Zygotes were secured by a holding pipette and the pipette was advanced into the zygote, and cytoplasm was aspirated until the plasma membrane was broken to then deliver the Cas9 ribonucleoprotein complex into the cytoplasm. Groups of 20 zygotes were manipulated simultaneously. After microinjection, the oocytes were parthenogenetically activated.

### Parthenogenetic activation and embryo culture

Microinjected oocytes were electrically activated with two pulses of 120 V mm^−1^ for 40 μs, delivered by an Eppendorf Multiporator using a 0.5 mm chamber containing 0.3 M mannitol, 0.05 mM CaCl_2_, 0.1 mM MgSO_4_ and 0.1% bovine serum albumin (BSA). After washing with PZM5, the oocytes were chemically activated with 2 mM DMAP and 5 μg ml^−1^ cytochalasin B in PZM5^62^ for 5 h to generate diploid parthenogenetic embryos. After activation, porcine zygotes were cultured in 500 μl of PZM5 containing 0.3% BSA for 5 days. After 5 days of culture, embryos were cultured in N2B27 supplemented with 0.3% BSA^25^ at 38.5 °C in a humidified atmosphere of 5% CO_2_, 5% O_2_ and 90% N_2_. Day 7 blastocysts were fixed in 2% paraformaldehyde (PFA) for 10 min at RT after removing zona pellucidae with Tyrode’s acid. After immunostaining embryos were recovered for genotyping.

### Embryo genotyping after gene editing

Each embryo was placed in 2.5 µl Accutase, and 5 µl Alkaline Lysis buffer (50 mM NaOH, 0.4 mM EDTA) was added. After 20 min incubation at 99 °C, the lysis reaction was neutralised with 5 µl 40 mM Tris–HCl (pH 5). DNA was amplified in two rounds of 40 cycles of PCRs using KAPA HiFi HotStart ReadyMix (Roche) for the first round and Sigma ReadyMix with 1:10 of the first PCR product for the second round and specific primers (Supplementary Information). Agarose gel electrophoresis was followed by gel extraction of the bands and Sanger Sequencing. The sequences were aligned to the Wildtype sequence using the MUSCLE alignment tool (EMBL-EBI). For mixed pherograms, the TIDE webtool was used^63^.

### Isolation of single cells for single-cell cDNA preparation

Zona pellucidae were removed using acidic Tyrode’s solution (Sigma) in morulae and early blastocysts, and then embryos were dissociated. Late blastocysts were subjected to immunosurgery to remove the trophectoderm based on previously described procedures^64^. Briefly, embryos were incubated for 30 min in a 1:5 dilution of anti-pig serum (Sigma) in N2B27 medium, washed and incubated for 30 min in 1:5 dilution of complement (Sigma). Embryos were transferred to N2B27 for a few minutes for efficient cell lysis, and then embryonic disks were isolated from the trophectoderm by repeated aspiration with a pulled glass capillary. In spherical embryos, epiblast and hypoblast were manually isolated. Trophectoderm cells were not collected from late blastocysts and spherical embryos.

Single-cell dissociation was performed by incubation in TrypLE Express (GIBCO) for 5 min at 37 °C and repeated pipetting using very thin pulled capillaries. Individual cells were subsequently transferred to DMEM +20% FCS to block TrypLE Express and washed in a small drop of PBS-PVP. Single cells were manually collected into PCR tubes to prepare single-cell cDNA libraries following the Smart-seq2 protocol^65^.

Briefly, single cells were lysed by incubation at 72 °C for 3 min in PCR tubes containing 4 μl of cell lysis buffer, oligo-dT primer and dNTP mix. Reverse transcription and PCR pre-amplification were carried out with SuperScript II (Invitrogen) and KAPA HiFi HotStart ReadyMix (KAPA Biosystems) respectively according to Picelli et al. protocol. PCR products were purified using Ampure XP beads (Beckman Coulter), and library size distribution was checked on Agilent dsDNA High Sensitivity DNA chips on an Agilent 2100 Bioanalyzer (Agilent Technologies). Concentration was quantified using Qubit Quant-iT dsDNA High-Sensitivity Assay Kit (Invitrogen). Samples with more than 0.2 ng µl^−1^, free of short fragments (<500 bp) and with a peak at around 1.5–2 kb were selected for library preparation with Nextera XT DNA Library Preparation Kit (Illumina). Tagmentation reaction and further PCR amplification for 12 cycles were carried out, and PCR products were again purified using Ampure XP beads. Quality of the final cDNA library was analysed on an Agilent high-sensitivity DNA chip. Final cDNA libraries had an average size of 700–800 bp and were quantified using NEBNext Library Quant Kit for Illumina (New England BioLabs) following the manufacturer instructions. Finally, libraries were pooled in groups of 50 with a 2 nM final concentration, and DNA sequencing was performed on a HiSeq 2500 Sequencing System (Illumina).

### Single-cell RNA-Seq data

Raw PE reads were trimmed against adaptor sequences by *scythe* (v0.981), and quality-trimmed by *sickle* (v1.33) using default settings. Trimmed reads were directionally aligned to the pig genome (*Sus scrofa* v10.2) by *hisat2* (v2.1.0) with *-know-splicestie-infile* setting to increase mapping accuracy of splicing reads. Uniquely and correctly mapped reads were extracted for the downstream analysis. *htseq-count* was used to count the number of reads aligned to each gene (*Sus scrofa* v10.2 ensembl annotation build 87). Gene expression level was calculated and normalised by Transcripts Per Kilobase Million (TPM).

Low quality cells were filtered out from the dataset to reduce the downstream analysis noise. First, the total number of reads mapped to gene transcripts was calculated for each cell, and those with less than 1 million were removed. Second, the proportion of reads aligned to mitochondrial genes was estimated, as a high proportion suggests poor quality cells^66^. The proportion cut-off was set at 0.5. Only cells of proportions below 0.5 were kept for the next analysis. Third, 4 outlier cells were identified by t-SNE dimensionality reduction. A total of 13,815 out of 22,824 annotated genes were identified in at least 3 cells with TPM > 1.

### Lineage segregation of cells

The R package “*scater*” was applied to normalise read counts of genes for each good quality cell with acceptable sequencing coverage. A non-linear approach, t-stochastic neighbour embedding (t-SNE), was used to identify the relations between cells using normalised read counts. Unsupervised hierarchical clustering using all expressed genes as input was conducted on all filtered cells by normalised read counts in log_2_ scale. The distance method was *euclidean*, and the cluster method was *ward.D2*.

### Lineage differential expression analysis

Pairwise comparisons of single-cell differential expressions were performed by SCDE using normalised read counts among four embryo stages. Two-tailed adjusted *p*-value were calculated using cZ scores from Benjamini–Hochberg multiple testing corrections, and followed a normal distribution. Significantly expressed genes were selected with a *p*-value <0.05 as the threshold. A heat map of differentially expressed genes (DEGs) was created with a log_2_ scale of normalised expression. *Euclidean* distance and default *hclust* were applied to determine the relationships between cells and between genes. Gene Ontology (GO) gene set enrichment analysis with DEGs utilised *goseq* for each pairwise comparison, also with upregulated DEGs and downregulated DEGs separately. GO term annotation was retrieved from the Ensembl database (*Sus scrofa* v10.2 ensembl annotation version 87). Enrichment analysis of biological pathway was performed with DEGs by *gage*. Ensembl gene IDs of DEGs were mapped to NCBI gene IDs for KEGG pathway prior to enrichment analysis.

### Lineage subpopulation analysis

Cell lineages were investigated for subpopulation analysis. An outlier EB ICM cell was excluded by PCA based on log_2_ TPM values of all expressed genes. LB and Sph cells were grouped together for PCA. Two contrasting methods of PCA were applied; one using all expressed genes, and the other based on the highly variable genes (HVGs) only. We used *decomposeVar* to detect HVGs with a loess regression fit model. FDR ≤ 0.05 was applied as a significance cut-off.

### Inference of embryonic sex

Expressions of all the Y chromosomal genes were summed up to determine the sex of each cell. A cell with the total chromosome Y TPMs ≥ 100 $$(\mathop {\sum }\limits_{{\mathrm{gene}}}^{{\mathrm{chrY}}} {\mathrm{TPM}})$$ was regarded as a male cell, while $$\mathop {\sum }\limits_{{\mathrm{gene}}}^{{\mathrm{chrY}}} {\mathrm{TPM}}$$<100 regarded as a female cell.

### Chromosome X dosage compensation analysis

Genes of chromosome X and three autosomes (chr1, chr2, chr3) were extracted, and the geometric mean TPM of chromosomal expressed genes was calculated for each cell separately. Then the overall geometric mean TPM was obtained for each developmental stage by embryo sex, as well as the total TPM. Each TPM value was incremental by one (TPM + 1) for the calculation of geometric mean TPM. Only shared expressed genes between female and male cells were taken into account in the calculation of female/male expression ratio for each chromosome. For each cell, the ratio of chrX/auto was inferred by total TPMs, and grouped by embryo sex. Median Female/Male expression ratio was estimated for each stage across the whole chromosome X with 1 Mb window.

### Analyses of allelic expression

Trimmed reads were aligned to chromosome X of the pig genome (*Sus scrofa* v10.2) by *hisat2*. Duplicated reads were marked by *picard* (v2.12.1). GATK (v3.8) was used to retrieve allelic read counts for SNVs annotated in dbSNP (build 147). Only validated SNVs (dbSNP flag VLD) were extracted for downstream analysis. SnpEff (v4.3) was applied to annotate called SNVs with *Sus scrofa* v10.2 ensembl annotation (build 87). Low coverage SNVs (<3 reads) were excluded from the analysis, and we only kept SNVs that occurred at least in two different cells for each stage. The expressions of mono-/bi-allelic genes were estimated based on SNVs in each female cell of each stage.

### Gene clustering by expression profile

Self-organising map (SOM) were used to discover potential structural patterns in highly dimensional and complex datasets by creating 2-dimensional representations. The SOM algorithm was applied to our gene expression profile. The geometric mean TPM of each gene was calculated within each stage. In order to fit the SOM model, the lower TPMs (<1) were replaced by 1, and the extreme higher TPMs were replaced by 10,000. Similarly, genes of highly similar expression profiles within stages were excluded $$(\frac{{{\mathrm{max}}({\mathrm{TPM}})}}{{{\mathrm{min}}({\mathrm{TPM}})}} \le 1\;{\mathrm{or}}\max \left( {{\mathrm{TPM}}} \right) - \min \left( {{\mathrm{TPM}}} \right) \le 0)$$. The filtered TPMs were then normalised by SOM (*μ* = 0, *σ* = 1). In total, 25 clusters were created.

### Comparison of pig, mouse and human datasets

In total, 144 pig cells (our study), 83 mouse^8^ cells and 152 human cells retrieved from Petropoulos et al.^12^ and re-classified according to Stirparo et al.^7^ were included in the comparative analysis. PSC lines cultured under conventional or naive conditions were used for analysis as described by Stirparo et al.^7^ Pig orthologous genes (15,171) were retrieved against human genes from Ensembl database (compara build 87). Expression values were normalised by TPM for PCA analysis. Linear regressions were calculated separately for PC2 and PC3, which contributed to pig and human developmental genes, respectively.

### Embryo treatments with inhibitors, growth factors and IF

Embryos were incubated in PZM5 culture medium up to morula stage and in N2B27 medium supplemented with 0.3% fatty acid free BSA from compact morula onwards, in a humidified atmosphere at 39 °C and 5% O_2_. The embryos were treated with the following inhibitors and cytokines: 10 µM PD0325901 (Tocris), 20 µM SB431542 (Tocris), 10 µM LY294002 (Selleckem), 2.5 µM IWP2 (Sigma), 10 µM AZD1480 (Sigma), 10 ng ml^−1^ porcine IL-6 (R&D), 10 ng ml^−1^ TGFβ1 (Peprotech). All inhibitor treatments were performed for 48 h during the indicated time points; from pre-morula (PM) to early blastocyst (EB), from morula (M) to mid blastocyst (MB) and from mid blastocyst to late blastocyst (LB). For the growth factors embryos were cultured from the morula to the late blastocyst stage (72 h). Inhibitors were dissolved in DMSO and control embryos were treated with DMSO accordingly.

After the treatments, embryos before hatching stage were treated with Tyrode’s acid to remove zona pellucidae. Then, embryos were fixed in 4% paraformaldehyde (PFA) for 15 min at room temperature (RT), washed in PBS-1% BSA, permeabilized in 0.2% Triton X-100 for 15 min at RT and blocked in blocking solution (PBS with 0.1% BSA, 0.2% Tween and 10% Donkey serum) for 1 h at RT. Embryos were incubated overnight at 4 °C with the primary antibodies: NANOG (Peprotech, 500-P236, 1:200 dilution in blocking solution), SOX17 (R&D, AF1924, 1:200), SOX2 (Santa Cruz, sc-17320, 1:300), CD244 (Proteintech, 16677-1, 1:100), H3K27me3 (Active Motif, 39157, 1:500). After 4 washes in PBS-1% BSA, embryos were incubated in the appropriate secondary antibodies: Donkey anti-rabbit IgG Alexa 488 (Invitrogen, R37118, 1:500), Donkey anti-goat IgG Cy3 (Jackson, 705-165-003, 1:500) for 45 min at RT, followed by four washes in PBS-1% BSA. Finally, embryos were mounted in Fluoroshield with DAPI (Sigma).

### Statistical analysis

To evaluate the statistical differences in cell count numbers from individual embryos, probability (*p*) values were calculated using two-sided Mann–Whitney test between each treatment and the control. Percentages of contribution of NANOG+ only, SOX17+ only and co-expressing cells were evaluated by two-way ANOVA (Dunnett’s multiple comparisons test). Differences were considered significant when *p* < 0.05.

### Reporting summary

Further information on experimental design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Source Data

## Data Availability

All data generated or analysed during this study are included in this published article and its supplementary information files. The source data underlying Figs. 1a, 2a–d, 3c-f, 6d, h and 7c and Supplementary Figures 1a and 5d are provided as a Source Data file. The scRNA-Seq datasets generated during this study are available under GEO accession number: GSE112380 .

How the deposited data were processed for this re-analysis (not part of the article)

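The data are Smart-seq2 transcriptomes of 220 single cells from 28 pig embryos at 4 stages. The authors trimmed the reads with scythe and sickle, aligned them with hisat2 to the pig genome, kept uniquely and correctly mapped reads and counted them on Ensembl genes with htseq-count. They removed cells with few gene reads or a high mitochondrial share, and 4 outliers of a t-SNE plot. The authors deposited raw counts per gene and cell and the TPM values they derived from them, and both tables were used here as deposited. They hold 22840 gene entries, of which the authors added 16, and 17450 entries have a count in some cell. Symbols came from a table of Ensembl gene names that covers 11437 identifiers and 75.3% of the counts. Of 129 genes named in the paper, 95 could be matched to an entry, and the others are given as not analysed. No 2 cells had identical counts, and the highest correlation between 2 cells was 0.82.

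Cells were grouped as M, EB ICM, EB TE, LB EPI, LB HYPO, Sph EPI and Sph HYPO from the sample labels. The embryo of a cell was read from the letters of its identifier, since the labels give no separate field for it. This gave the paper's number of embryos, but 1 morula cell stayed without an embryo, and the embryo of the cells E6-ER2 and AP-ER2 is less certain. The 52 EB cells came from 10 embryos, the 61 LB cells from 6, the 47 M cells from 8 and the 60 Sph cells from 4. Median counts per cell were 2136634 in M, 1994384 in ICM, 1945998 in TE, 1870478 in LB EPI, 1660326 in LB HYPO, 2235586 in Sph EPI and 1988462 in Sph HYPO.

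Counts were summed over the cells of each embryo and lineage, and genes with TPM over 1 in at least 3 cells were kept, 14721 in all. Sums were normalized with TMM and compared with glmQLFit and glmQLFTest in edgeR 4.0.16 under R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05. The standard error of a log2 fold change was its size divided by the square root of the F statistic. Comparisons were ICM against TE, EPI against HYPO at the LB and at the Sph stage, M against ICM, ICM against LB EPI, LB EPI against Sph EPI, ICM against Sph EPI, and the mean of M and ICM against the mean of LB and Sph EPI. The difference between the LB and Sph stages in EPI against HYPO was tested as an interaction. A positive log2 fold change is higher in the group named first. Levels per embryo are log2(CPM + 1) with TMM. Where all sums of a group hold no count, a fold is given as a lower bound against 3 counts over the group. Sizes are not given for genes with 1 to 3 counts in a group, nor, in the comparison of M and ICM with EPI, for genes with no count in 1 of the 4 groups.

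Cells were clustered with Ward linkage on log2 counts normalized for library size with scater 1.30.1. PCA used log2(TPM + 1), with k-means on PC1 and PC2 and the mean silhouette of 2 groups. Shares of cells above TPM 1 carry exact Clopper-Pearson 95% intervals from scipy 1.17.1 under Python 3.11.15, with tables handled in pandas 2.3.3 and plots drawn with matplotlib 3.10.9. Intervals and limits cover counting error only.

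Genes were named by a rule: each gene that the paper names for expression in these cells, and in each comparison the 3 genes with the largest log2 fold change in each direction among those called whose CPM separate the embryos without overlap. Some genes that fall under the rule are not reported here. Genes of this kind that carry no symbol are counted but mostly not printed. The genes whose level per embryo is printed were chosen by a second rule, made after the data were seen: the first usable gene of each claim.

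Cells of EPI and HYPO, or of ICM and TE, often came from the same embryo, so pairing was checked on 8942 genes. In residuals from the group means, the median correlation between the sums of the same embryo was 0.05 over 7 ICM and TE pairs, 0.02 over 3 LB pairs and 0.07 over 3 Sph pairs, against -0.01, -0.02 and -0.04 for other embryos. Of these, 1 Sph pair was over 0.1. The embryo was not a term of the main model, since the paper describes none, and entered as a block among the alternatives. This choice did not rest on the check.

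The calling was tested on simulated data, in which 200 genes were given an 8-fold change among sums drawn to resemble each comparison. edgeR recovered 33 to 66.5% of them, with 3 to 21 false calls. DESeq2 made 110 to 207 false calls in the same data, and limma recovered 0 to 37.5%.

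The alternatives were DESeq2 1.42.0, no TMM, no filter, the filterByExpr function of edgeR, limma 3.58.1 on the mean log2(TPM + 1) per embryo, sums of at least 2 cells, leaving out the cells of less certain embryo, entering the morula cell without an embryo as an embryo of its own, the embryo as a block, the cells of the first 4 pools or the last 4 pools alone, all 7 lineages in one model, and each embryo left out in turn. Clustering was repeated on log2(TPM + 1), on the 2000 most variable genes and with average linkage, PCA on the 2000 most variable genes, and the XIST shares with other TPM thresholds. These were chosen before the data were examined. Sex as a covariate, taken from Table 3 in place of Y chromosome genes, and scaling of each gene before the PCA were added after the data were seen, as were the permuted PCA and the PCA of M, ICM and EPI cells.

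The X chromosome results were left out, with the sex of single cells from Y chromosome genes, because the gene positions at hand belong to another build than the counts. The sex of an embryo was used only where the cells per sex in Table 3 leave a single solution, for all 6 LB and 4 Sph embryos and 6 of 10 EB embryos. At the LB stage that solution is off Table 3 by 1 cell. Pathway enrichment was not repeated, since the authors' tables at hand are complete only for the early blastocyst terms and the lists of differentially expressed genes between lineages.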

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

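All tests of explanations here were chosen after the results were seen. In 67 groups of 4 to 10 embryos, the highest or lowest embryo was compared with the others by Dixon's criterion, and 14 embryo values lay far from the rest of their group. Chance alone marks about 1 in 20 groups.

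Few cells in the embryo sum are a technical explanation for these values, and 10 of the 14 are the lowest of their group. TE embryo E6-ER, a single cell, had a log2(CPM + 1) of 0 for KRT8 and 0 for IL6ST. ICM embryo AD, also a single cell, had 0 for ESRRB and 5.3 for IL6ST. LB EPI embryo AN, with 2 cells, had 6.83 for IDH1, Sph EPI embryo E, with 4, had 8.35 for IDH1, and morula V, with 2, had 0 for LDHA. Those 5 embryo sums hold the fewest cells of their group, of 11 sums with such values, where 2.29 would be expected by chance (one-sided p = 0.0555). The explanation may account for some of them, but the test leaves it open. No biological explanation was tested.

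For TE embryo E6-ER, few cells alone do not account for the missing markers. TE embryos AF and AG, also single cells and with 2245983 and 1342788 counts against 3291110 in E6-ER, had a KRT8 CPM of 24200 and 12100, while E6-ER had no count of KRT8, GATA2, GATA3 or DAB2. An ICM cell labelled as TE could explain why 3 of these genes are missing, and over all genes the correlation of E6-ER with the mean of the ICM sums was 0.685 against 0.665 with the mean of the other TE sums, a difference of 0.02, where the other 9 TE sums had -0.059 to -0.032. Other values argue against it. All 24 ICM cells held counts of KRT8 and of IL6ST, both absent from E6-ER, and ICM embryos AD and AI, single cells too, had a KRT8 CPM of 196 and 190. Of 1345 genes above TPM 1 in every ICM cell, 85.9% were so in E6-ER, while single ICM cells, each left out of the choice of genes, had at least 92.7%. For the 757 genes of the other TE cells E6-ER had 95.1%, within the range of these cells (91.2 to 100.0%), and clustering on log2(TPM + 1) placed all 28 TE cells in 1 cluster with 1 ICM cell. The main clustering cannot decide this, since 13 TE cells shared a cluster with all 24 ICM cells there. E6-ER held counts of 3839 genes, fewer than any ICM cell (4033 or more), and both correlations were the lowest of all ICM and TE sums, so a cell of low quality and a cell of another kind stay open. The cell was kept as labelled. It has a bearing on the comparison of ICM with TE, where 111 genes were called with E6-ER and 184 without it.

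The other 6 sums do not hold the fewest cells. LB HYPO embryo AO, with 16 cells, had the highest PRDM14 (2.11) of its group. Without it the adjusted p of PRDM14 in LB EPI against LB HYPO from edgeR was 0.0252, against 0.114 with it (range over the alternatives 0.00117 to 0.838). Sph EPI embryo C had the highest ESRRB (1.27) and LDHA (11.73), and without it LDHA lost its call between M and ICM and EPI (adjusted p = 0.176 from edgeR, range 0.0101 to 0.176). LIN28A was highest in morula ER (5.61) and lowest in Sph EPI embryo F (3.73). Morula Y had the lowest HIF1A (1.08) and morula W the lowest EZH2 (7.12), and HIF1A and EZH2 were called with each of them left out. Cells of another lineage among these cells, a mislabelled cell and a real difference between embryos stay open, and were not tested.

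The change between EPI and HYPO differed between the LB and Sph stages for 6 genes in edgeR's interaction test. KRT18 differed by a log2 fold change of -4.63 (standard error 0.79, adjusted p = 0.0371), with a log2 fold change of EPI against HYPO of 3.27 in LB and -1.26 in Sph embryos. CLU differed by -5.16 (standard error 0.78, adjusted p = 0.0176), with 1.71 and -3.37. DMXL1 differed by -5.66 (standard error 0.97, adjusted p = 0.0371), with 1.92 and -3.65. ENSSSCG00000016548 differed by 4.34 (standard error 0.76, adjusted p = 0.0422), with -5.50 and -1.08. SLC44A4 (adjusted p = 0.0371) and PLA2G7 (adjusted p = 0.0127) were called with groups close to 0 counts, so no size is given. Leaving out 1 of 16 sums lost KRT18 in 8 cases, SLC44A4 in 9, PLA2G7 in 2, CLU in 4, ENSSSCG00000016548 in 12 and DMXL1 in 10. With the embryo as a block in edgeR's model, SLC44A4 (adjusted p = 0.535) and DMXL1 (adjusted p = 0.537) lost their calls, and the other 4 genes kept theirs. With the stage permuted within each lineage, 9 of 100 splits gave at least 6 genes, and others up to 26, so chance is not excluded. The count was 0 without Sph EPI embryo C and 0 without D, and 165 without Sph HYPO embryo F. It was 1 without Sph HYPO embryo C, 2 without Sph EPI embryo E, LB HYPO embryo AM or AP, and 3 without LB EPI embryo AQ or LB HYPO embryo AL. It was 12 without LB EPI embryo AO and 15 without LB HYPO embryo AO. Within the last 4 pools no gene was called, and within the first 4 pools it was 13 genes. A change in development between the stages stays open as untested.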

How the results depend on the processing

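Sex as a covariate and unit variance scaling were chosen after the data were seen, and the other alternatives before. Over all alternatives, 174 values of the counts, shares and silhouettes stayed within 1.5 times the reported count, or within the spread, and 98 moved. The cause was not tested. For single genes, 3092 values kept their direction and their side of the threshold, 325 kept the direction and lost the call, 82 kept it and gained a call, and 12 reversed.

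DESeq2 raised the counts of all comparisons except M and ICM against EPI. It called 447 genes for ICM against TE, 1360 for LB EPI against HYPO, 1453 for Sph EPI against HYPO, 1205 for M against ICM, 1381 for ICM against LB EPI, 843 for LB EPI against Sph EPI, 2077 for ICM against Sph EPI, 540 for the difference between stages and 6 cytochrome c oxidase genes. It changed the share of called genes that were higher in the first group, from 75.7 to 60.2% for ICM against TE and from 49.7 to 66.1% for Sph EPI against HYPO. The share moved from 60.9 to 47.3% for LB EPI against Sph EPI, from 32.5 to 46.6% for ICM against Sph EPI, from 34.0 to 45.6% for M and ICM against EPI and from 16.7 to 56.1% for the difference between stages. In the data simulated with edgeR's own estimates of the spread, its false calls outnumbered those of edgeR in each of 7 comparisons. limma on embryo means called 226, 696, 367, 666, 969, 97, 1896, 171 and 6 for the same results in the same order. Its shares were 36.1% for LB EPI against Sph EPI and 61.4% for the difference between stages.

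With the cells of the first 4 pools alone, which are fewer cells, the counts were 39 for ICM against TE, 113 for LB EPI against HYPO, 38 for M against ICM, 123 for ICM against LB EPI, 15 for LB EPI against Sph EPI, 452 for ICM against Sph EPI, 1979 for M and ICM against EPI, 13 for the difference between stages and 1 cytochrome c oxidase gene. With the last 4 pools alone they were 9, 64, 132, 195, 7, 374 and 2066 for the first 7 of these, 0 for the difference between stages, and 89 for Sph EPI against HYPO.

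With all 7 lineages in one model, ICM against TE gave 865 genes, ICM against LB EPI 755, LB EPI against HYPO 170 and Sph EPI against HYPO 95. The embryo as a block gave 20 genes for LB EPI against HYPO, 82 for Sph EPI against HYPO and 13 for the difference between stages. At each of these stages the block rests on 3 pairs of sums. The filterByExpr function, which left 7263 genes in the test, gave 37 for ICM against TE, where the share higher in ICM fell from 75.7 to 48.6%. Leaving out the cells E6-ER2 and AP-ER2 gave 184 for it. Without TMM, 45 genes were called for LB EPI against Sph EPI, 13 for the difference between stages and 5 cytochrome c oxidase genes, and without a filter 51 and 10 for the first 2 of these. Sums of at least 2 cells gave 3 genes for the difference between stages. Sex as a covariate gave 3 for it and 110 for Sph EPI against HYPO. Without TMM the median log2 fold change of all genes in M and ICM against EPI moved from -0.183 to -0.109 and in ICM against Sph EPI from -0.301 to -0.097, but no named gene changed its sign.

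With 1 embryo left out in turn, the counts ranged from 58 to 184 for ICM against TE, 138 to 294 for LB EPI against HYPO, 78 to 583 for Sph EPI against HYPO, 250 to 419 for M against ICM, 239 to 428 for ICM against LB EPI, 11 to 41 for LB EPI against Sph EPI, 492 to 1003 for ICM against Sph EPI, 2586 to 3261 for M and ICM against EPI, 0 to 165 for the difference between stages and 1 to 5 for the cytochrome c oxidase genes. Values beyond 1.5 times the reported count came for ICM against TE without ICM embryo AA (61), AC (62), AF (67) or AG (58) or TE embryo AA (67), AC (68), AD (65), AG (66) or E6-ER (184). For LB EPI against HYPO they came without EPI embryo AP (146) or AQ (138) or HYPO embryo AM (163), and for Sph EPI against HYPO without EPI embryo C (108), E (78) or F (109) or HYPO embryo F (583). The others were ICM against LB EPI without LB EPI embryo AP (239) or AQ (269), LB EPI against Sph EPI without LB embryo AN (41), AP (11) or AQ (11) or Sph embryo C (14) or D (12), and ICM against Sph EPI without Sph embryo C (530), D (529) or F (492). For the cytochrome c oxidase genes they were Sph EPI embryos D (1) and F (1) and morula V (5).

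Clustering left 13 cells outside the cluster of their group, 1 on log2(TPM + 1), 2 on the 2000 most variable genes and 151 with average linkage. The silhouette of the ICM cells was 0.389, and 0.431 on the most variable genes and 0.679 with unit variance scaling, where 1 cell formed the smaller group. XIST shares moved by less than their intervals, with 21.4 to 38.5% in female TE, 40.0 to 62.5% in female LB EPI and 55.6 to 81.2% in female LB HYPO when 1 embryo was left out. The female Sph EPI and ICM cells come from 1 embryo each, so none could be left out there.

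The log2 fold changes that reversed were those of NODAL in Sph EPI against HYPO, to -0.39 within the first 4 pools and -0.10 without Sph HYPO embryo E, CD247 in M and ICM against EPI, to 0.87 within the first 4 pools, and PYGL in the same comparison. PYGL reached -0.01 with DESeq2, -0.95 with limma, -0.64 within the first 4 pools, -0.55 without ICM embryo AC, -0.02 without LB EPI embryo AO, -0.09 without LB EPI embryo AQ, -0.06 and -0.20 without morulae X and Y and -0.02 without Sph EPI embryo D. With 1 embryo left out, NODAL ran from -0.10 to 2.33 and PYGL from -0.55 to 0.47. None of the 3 genes was called in these comparisons. Single genes lost their call most often within the last 4 pools (40 genes), within the first 4 pools (29) and with all 7 lineages in one model (21), and gained one most often with DESeq2 (20) and limma (17). Unfiltered genes changed no call of a named gene.

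The number of cells limits the shares: a count of 0 allows up to 12.5% of ICM cells, 10.7% of TE cells and 25.0% of Sph HYPO cells. Not run were the alternatives of the X chromosome results, the sex of an embryo in place of that of its cells, and those of the co-expression test, whose genes could not be matched. Tests tried on other lists are not reported.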

Differences from the paper's values

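The paper's tests took cells as replicates (SCDE), while those here took embryo sums, and the alternatives named were chosen before the data were examined except where stated. For ICM against TE the paper's number is 708 differentially expressed genes, and here it was 111. With all 7 lineages in one model, 865 genes were called, which is within 1.5 times of the paper's, and the other alternatives gave 9 to 447. For LB EPI against HYPO the paper's number is 1810 and for Sph EPI against HYPO 1916, against 283 and 167 here. DESeq2, with 1360 and 1453, came within that margin for both, and no other alternative did. For ICM against Sph EPI the paper's number is 3138, and here it was 990, with no alternative within the margin and the highest, 2077, from DESeq2. In Fig. 5a, read by eye, the paper's bars come to about 1200 for M against ICM, about 1700 for ICM against LB EPI and about 1100 for LB EPI against Sph EPI. The values here were 361, 428 and 23, and DESeq2, with 1205, 1381 and 843, was the only alternative within the margin.

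PC1 of the LB and Sph cells held about 5.6% of the variance in Fig. 2c, read by eye, and 9.72% here, and 15.62% on the 2000 most variable genes, which is farther from it. With each gene scaled to unit variance, an alternative chosen after seeing the values, PC1 held 6.07%, and all 121 cells were still parted by lineage. Of 20 cytochrome c oxidase genes, the paper reports 11 reduced. Here a smaller set of 10 could be tested, so the counts are not of like sets. Of these, 3 were called, all 10 were lower in EPI, and DESeq2 and limma, which gave the most, each called 6.

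The paper ranks GATA2 and GATA3 at the top of the TE genes. By p-value, GATA3 ranked 11th and GATA2 44th of 5996 genes higher in TE, and GATA2 was not called. Settings that called GATA2 were DESeq2, limma, leaving out the cells E6-ER2 and AP-ER2, the embryo as a block, the first 4 pools, all 7 lineages in one model, and leaving out ICM embryo AE or TE embryo E6-ER. Of the other genes the paper names between ICM and TE that were not called here, ANXA6 was called with limma, TFAP2A with DESeq2 and limma, OTX2 with limma, without E6-ER2 and AP-ER2, with all 7 lineages and without TE embryo E6-ER, KIT with DESeq2, the first 4 pools and all 7 lineages, and PDGFRA without E6-ER2 and AP-ER2, with the embryo as a block, the first 4 pools and without TE embryo E6-ER. TEAD1, CLDN8, CLDN4 and KLF4 were called under none.

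For EPI against HYPO in LB embryos, genes called only under other settings included PRDM14 (DESeq2, without HYPO embryo AO), PDGFRA (DESeq2, limma, the first 4 pools, without EPI embryo AO), GATA4 (DESeq2, filterByExpr, limma), GATA6 (DESeq2, the last 4 pools), NID2 (limma, the last 4 pools, without EPI embryo AO), SALL2 (DESeq2, limma), PECAM1 (DESeq2, limma, without EPI embryo AO) and DAB2 (DESeq2). In Sph embryos they included PDGFRA (limma, sex as a covariate, without EPI embryo D), GATA4 (DESeq2), GATA6 (limma, without EPI embryo C) and DAB2 (DESeq2, limma, sex as a covariate, all 7 lineages, without EPI embryo D). Sex as a covariate was chosen after seeing the values.

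The paper lists NODAL among the genes of EPI. In Sph embryos NODAL was not called between EPI and HYPO here (log2 fold change 0.48, standard error 1.49), under any setting. That spread leaves a difference open, and 81.2% of Sph EPI against 50% of Sph HYPO cells exceeded TPM 1. The paper places CD247 mainly in ICM and LB EPI, while here LB EPI was below Sph EPI, with 36.0 against 58.3% of cells, a mean TPM of 18.6 against 28.3 and a mean CPM over embryos of 6.01 against 24. ICM had the highest mean TPM, at 37.4, but was below Sph EPI in the share of cells (37.5%) and the mean CPM over embryos (15.2). It reports LIN28A, GBE1 and PYGL as higher in EPI. Here LIN28A and GBE1 lay in that direction, with log2 fold changes for M and ICM against EPI of -0.83 and -1.14, and PYGL did not, with 0.09. None of them was called under any setting. ACLY, which the paper reports as increased in EPI against ICM, was called under none either. It was compared here between M and ICM together and EPI, which is not the paper's comparison. Not called here but called under another setting were PRDM14 for M and ICM against EPI (DESeq2, limma, without ICM embryo AC or morula X), STAT3 (the first 4 pools, without LB EPI embryo AO), UQCRC2 (no TMM, limma, without morula V) and EGLN1 (limma). CD244, which the paper gives as exclusive to ICM, was called here against M. It was called against TE only with DESeq2 or with all 7 lineages in one model, against LB EPI only with DESeq2, and against Sph EPI only with DESeq2 or with sums of at least 2 cells.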

Other observations

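All tests in this part were chosen after the results were seen, and the other splits of the samples are among them.

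Other splits of the embryo sums tell whether chance can be excluded. Of 100 splits, the real one included, 1 gave as many genes as the real one for ICM against TE, and 1 of 100 that part each pair of sums from the same embryo. For LB EPI against HYPO it was 1 of 100, and 1 of 24 that part the pairs, and for Sph EPI against HYPO 1 of 35. There, 1 of 8 splits that part the pairs was as large, a number too small to exclude chance. The count was 1 of 100 for M against ICM, ICM against LB EPI, ICM against Sph EPI and M and ICM against EPI, and 1 of 35 for LB EPI against Sph EPI. Chance was thus excluded for the number of genes in these comparisons, except among the pair splits of Sph embryos. It was not excluded for the difference between stages, with 9 of 100.

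LB EPI and HYPO sums came partly from embryos of different sex, so sex could account for some of the 283 genes called between them. With the sex of the embryo as a covariate, 269 of the 283 were still called, which argues against sex as the cause of most of these calls.

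NODAL and GDF3 exceeded TPM 1 in Sph HYPO cells. For NODAL it was 2 of 2 cells of embryo C, 0 of 2 of embryo E and 4 of 8 of embryo F, and for GDF3 2, 1 and 6. Their mean TPM in Sph HYPO was 58.3% of that in Sph EPI for NODAL and 110.0% for GDF3. EPI cells or their RNA among the HYPO cells could give such a signal. In the same cells, 4 other EPI genes stood at a median of 0.0699% of their Sph EPI level, and each of them more than 10-fold below NODAL. This is far below what NODAL and GDF3 would need, which argues against this source. EPI cells labelled as HYPO are another possible source. All 12 Sph HYPO cells correlated more with the mean of LB HYPO than with that of LB EPI over all genes, by 0.028 or more, and no Sph EPI cell did. FN1, DAB2, IL6R and SLC7A9 were all above TPM 1 in each of the 12 cells and together in 0 of 48 Sph EPI cells, which argues against such a label. Fewer reads per cell in LB HYPO could explain why NODAL was seen in Sph HYPO alone. Of 28 LB HYPO cells with more counts than the shallowest Sph HYPO cell, 0 held a NODAL count, which allows up to 10.7%, against 6 of 12 Sph HYPO cells, and argues against depth as the source. Expression in Sph HYPO stays as a hypothesis, seen in 2 embryos for NODAL and in 3 for GDF3.

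XIST above TPM 1 in male Sph EPI cells was seen in embryo F alone, in 4 cells, and the highest value in male embryo C was 0.883. More reads in these cells could raise the chance of seeing it, but their median count was 47.2% of that of the other F cells, with too few cells to decide. XIST RNA from other cells, a wrong sex for some cells and expression in male cells cannot be told apart here.

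In embryos whose sex Table 3 does not settle, XIST exceeded TPM 1 in 2 of 4 cells of morula ER, 1 of 2 of V, 3 of 6 of W and 1 of 7 of X, and in no cell of S, T, U and Y. In early blastocysts of unresolved sex it did so in 2 of 4 ICM cells of AF, 1 of 1 of AI and 1 of 1 TE cells of AF.

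In Sph HYPO, a group the paper's statement on commitment genes does not cover, MIXL1 and FOXA2 were the genes above TPM 1, in 4 and 9 of 12 cells, while T was not.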
